# The Impact of KLF2 Modulation on the Transcriptional Program and Function of CD8 T Cells

**DOI:** 10.1371/journal.pone.0077537

**Published:** 2013-10-14

**Authors:** Gavin C. Preston, Carmen Feijoo-Carnero, Nick Schurch, Victoria H. Cowling, Doreen A. Cantrell

## Abstract

Krüppel-like factor 2 (KLF2) is a transcription factor that is highly expressed in quiescent T lymphocytes and downregulated in effector T cells. We now show that antigen receptor engagement downregulates KLF2 expression in a graded response determined by the affinity of T cell antigen receptor (TCR) ligand and the integrated activation of protein kinase B and the MAP kinases ERK1/2. The present study explores the importance of KLF2 downregulation and reveals that the loss of KLF2 controls a select portion of the CD8 effector T cell transcriptional program. In particular, KLF2 loss is required for CD8 T cells to express the inflammatory chemokine receptor CXCR3 and for maximum clonal expansion of T cells. KLF2 thus negatively controls the ability of CD8 T cells to respond to the CXCR3 ligand CXCL10. Strikingly, the KLF2 threshold for restraining expression of CXCR3 is very low and quite distinct to the KLF2 threshold for restraining T cell proliferation. KLF2 is thus an analogue (tunable) not a digital (on/off) cellular switch where the magnitude of KLF2 expression differentially modifies the T cell responses.

## Introduction

Krüppel-like factor 2 (KLF2) is a transcription factor that can control stem cell self renewal, the inflammatory properties of the endothelium and lymphocyte trafficking[1–5]. In T lymphocytes, KLF2 is highly expressed in naïve and memory T cells but only expressed at low levels in effector T cells such as cytotoxic T lymphocytes (CTL)[6–8]. The loss of KLF2 by effector T cells reflects that KLF2 expression is rapidly downregulated in response to triggering of the T cell antigen receptor (TCR)[9]. This downregulation is then reinforced or modulated by members of the common cytokine receptor gamma-chain (γc) family of cytokines. For example, Interleukin 2 (IL-2), which promotes CTL differentiation, can sustain KLF2 downregulation[7,10,11]. It was originally proposed that KLF2 functioned to regulate T cell quiescence by downregulating expression of *c-myc*[12] whilst inducing expression of the cell cycle inhibitor *p21* ^*cip1*^[13]. This view has been challenged recently by the realisation that a primary role for KLF2 in naïve T cells is to control expression of CD62L, an adhesion receptor essential for T cell transmigration from the blood into secondary lymphoid tissues, and S1P1, a lysosphingolipid receptor that controls T cell egress from thymic and peripheral lymphoid tissue[14–16]. KLF2 thus controls T cell trafficking between the blood and lymphoid organs[3,16,17]. KLF2 has also been proposed to suppress expression of inflammatory chemokine receptors such as CXCR3[4]. However, the control of CXCR3 by KLF2 in thymocytes is not cell autonomous but rather a consequence of unrestrained cytokine production. Accordingly, the T cells that develop in the absence of KLF2 overproduce Interleukin 4 (IL-4), Interferon gamma (IFNγ) and Tumour Necrosis Factor alpha (TNFα), which promotes upregulation of inflammatory chemokine receptors on thymocytes[17]. The loss of KLF2 is thus a key part of the transcriptional program that directs the trafficking of activated T cells away from lymphoid tissue and promotes their extravasation to peripheral tissues. Moreover, KLF2 is required to repress cytokine production by naïve T cells[17]. 

The importance of KLF2 for T cells highlights the importance of understanding both the intracellular signals that regulate KLF2 expression and the relevance and full consequences of KLF2 downregulation in TCR triggered CD8 T cells. There are a number of unanswered questions. Is KLF2 loss essential for inflammatory cytokine expression in activated CD8 T cells? Is KLF2 downregulation required for CD8 T cells to proliferate? Another issue that has not been explored is how the T cell antigen receptor controls KLF2 expression. One relevant fact is that KLF2 expression in T cells is controlled by Forkhead box transcription factors (FoxOs)[18,19]. Moreover, in effector CTL the cytokine IL-2 sustains KLF2 downregulation by activating the serine/threonine kinase PKB which then phosphorylates FoxOs causing their nuclear exclusion and hence terminating the expression of FoxO regulated genes such as KLF2[18,20–22]. PKB is activated in response to stimuli that activate phosphoinositide 3-kinases (PI3Ks) and increase cellular levels of phosphatidylinositol 3,4,5-trisphosphate (PI[3–5]P_3_). In this context, KLF2 levels are downregulated in T cells that constitutively activate PI[3–5]P_3_/PKB mediated signalling due to loss of the tumour suppressor Phosphatase and Tensin Homolog (PTEN)[21,23,24]. It has not, however, been determined whether the ability of TCR engagement to rapidly terminate KLF2 expression is controlled by PKB or whether other TCR mediated signals are involved.

Accordingly, the object of the present study was to explore further the regulation and function of KLF2 in CD8 T cells as they respond to immune stimuli. The experiments reveal KLF2 expression in T cells is dynamic and determined by both the strength and duration of antigen receptor or cytokine signalling. Key insights from these studies include that TCR mediated activation of both PKB and the MAP kinases ERK1/2 is required for KLF2 loss. Transcriptional profiling revealed that loss of KLF2 is essential for T cells to acquire the full effector T cell transcriptional program. One key observation is that KLF2 loss is essential for the TCR to upregulate expression of the inflammatory chemokine receptor CXCR3. The ability of KLF2 to negatively regulate expression of CXCR3 reveals that the role of KLF2 in controlling CD8 T cell trafficking is not limited to its role as a positive regulator of CD62L and S1P1. The data also reveal different KLF2 thresholds for the regulation of T cell proliferation versus trafficking. KLF2 thus controls an analogue and not a digital response allowing differences in the magnitude of KLF2 expression to fine tune CD8 T cell fate.

## Materials and Methods

### Ethics Statement

All mice used were bred and maintained under specific pathogen-free conditions in the Biological Resource Unit at the University of Dundee. The procedures used were approved by the University Ethical Review Committee and authorised by a project licence under the UK Home Office Animals (Scientific Procedures) Act 1986.

### Mice and cell culture

Mice used were P14 TCR transgenic mice with a TCR recognising the gp33-41 peptide of LCMV (KAVYNFATM) and OT-1 transgenic mice, which express a TCR recognising the ovalbumin derived peptide SIINFEKL. Naïve CD8 T cell were negatively selected from lymph nodes using AutoMacs (Miltenyi Biotechnology). 1ng/milliliter of SIINFEKL or 10ng/ml of the altered peptide ligands (SIIQFEKL, SIIQFEHL, SIIQFERL), were used for OT-1 TCR triggering. P14 CTL were produced by activating splenocytes for 2 days with 100ng/ml gp33-41 peptide, then washed and cultured with IL-2 (20ng/ml, Novartis) for a further 3-5 days unless otherwise stated. Where indicated, rapamycin (Calbiochem) was used at 20nM.

### Retroviral transduction

The GFP control plasmid construct was made by PCR amplification of EGFP from a pEGFP construct (Clontech) and cloning into the pBMN-LZRS vector (Addgene) as a *Hind*III/*Not*I fragment, replacing the l*acZ* gene. KLF2 cDNA was PCR amplified and cloned into pEGFP-C1 as a *Hind*III/*BamH*I fragment. The GFP-KLF2 construct was made by PCR amplification of EGFP-KLF2 and cloning into pBMN-LZRS as an *EcoR*I fragment, replacing the *lacZ* gene. The GFP-FoxOAAA has been previously described[25]. Phoenix ecotropic packaging cells[26] were transfected with plasmid using calcium phosphate transfection. Virus was harvested and used to transduce T cells as previously described[22]. Transduced activated CD8 T cells were generated by activation with gp33-41 peptide, retroviral transduction at 18 hours post activation, washing at 48 hours post activation and followed by 2 days culture with IL-2 in all experiments.

### Flow Cytometry and Cell Sorting

Cell counts were performed with Caltag counting beads (Invitrogen) according to the manufacturer’s instructions. The following antibodies were used for staining: CD8-FITC, CD62L-APC (BD Pharmingen) and CXCR3-PerCPCy5.5 (eBiosciences). Cellular DNA content was measured using Hoechst 33342 (Molecular Probes). DNA synthesis was measured using the Clickit-EdU kit (Invitrogen) according to the manufacturer’s instructions. CTL were set up at 5x10^5^/ml and incubated with 10µM EdU for 30 minutes before fixation and staining. Data were collected on FACS Calibur and LSR Fortessa machines (Beckton Dickinson) and analyzed using FlowJo software (Treestar). Fluorescence Activated Cell Sorting (FACS) was performed on a FACS Vantage Cell Sorter (Beckton Dickinson).

### Real-Time PCR

RNA was extracted from CTL or naïve cells using the RNeasy Minikit (Qiagen) and used to make cDNA using the cDNA synthesis kit (Quanta Biosciences). Quantitative real time PCR was performed on an iQ5 (Bio-Rad) using SYBR Green Fastmix (Quanta Biosciences). Results were normalised to expression of HPRT or CD8. For KLF2 quantification in naive and retrovirally transduced cells a standard cDNA of known concentration was used to generate a standard curve against which samples were measured. Primers used were as follows: KLF2 forward 5’-TGTGAGAAATGCCTTTGAGTTTACTG-3’, reverse 5’-CCCTTATAGAAATACAATCGGTCATAGTC-3’, KLF2 cDNA forward 5’-GCGCTCTGACGAGCTTACC-3’, reverse 5’-ACATGTGTCGCTTCATGTGC-3’, CD62L forward 5’-ACGGGCCCCAGTGTCAGTATGTG-3’, reverse 5’-TGAGAAATGCCAGCCCCGAGAA-3’, S1P1 forward 5’-GTGTAGACCCAGAGTCCTGCG-3’, reverse 5’-AGCTTTTCCTTGGCTGGAGAG-3’, CXCR3 forward 5’-GCCAAGCCATGTACCTTGAG-3’, reverse 5’-GTCAGAGAAGTCGCTCTCG-3’, Il6ra forward 5’-GTCACGGGCACTCCTTGGATAG-3’, reverse 5’-AGGAATGTGGGCAGGGACATGG-3’, Serpinb9 forward 5’-CAGATGAGGGTGTGGACCTCAG-3’, reverse 5’-TCCCAAGCGCTGAAACAGAGAC-3’, T-bet forward 5’-GATCATCACTAAGCAAGGACG-3’, reverse 5’-GGTCCACCAAGACCACATC-3’, Perforin forward 5’-CGTCTTGGTGGGACTTCAG-3’, reverse 5’-GCATTCTGACCGAGTGGCAG-3’, Interferon gamma forward 5’-TTACTGCCACGGCACAGTC-3’, reverse 5’-AGATAATCTGGCTCTGCAGG-3’, c-myc forward 5’-CCACCAGCAGCGACTCTG-3’, reverse 5’-GAGATGAGCCCGACTCCG-3’, HPRT forward 5’-TGATCAGTCAACGGGGGACA-3’, reverse 5’-TTCGAGAGGTCCTTTTCACCA-3’, CD8 forward 5’-GATATAAATCTCCTGTCTGCCCATC-3’, reverse 5’-ATTCATACCACTTGCTTCCTTGC-3’

### Chromatin Immunoprecipitation

Chromatin Immunoprecipitation was performed as previously described[25] using anti-Pol II (N-20, Santa-Cruz Biotechnology) antibody or normal rabbit IgG (Cell Signalling). The immunocomplexes were collected using chip Grade Protein G Magnetic beads (Cell Signalling) in presence of 0.2mg/ml BSA. Immunoprecipitated chromatin was amplified by Real-Time PCR as above. The primers used were as follows: 

KLF2 upstream promoter (-1500bp upstream TSS) forward 5’-TCAGCCTCACATTCTGCCTC-3’, reverse 5’- GCAGAAACATTGGCGAACTAC-3’

#### KLF2 TSS, forward 5’-**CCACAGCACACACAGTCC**-3’; reverse 5’-**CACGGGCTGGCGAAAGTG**-3’

### Microarray samples and analysis

RNA was prepared as above from cells purified by FACS and samples were forwarded to the Finnish Microarray and Sequencing Center (Turku) for hybridization on Affymetrix 3’ IVT expression chips (mouse genome 430 2.0). The data were normalised and expression measures computed using the Robust Multiarray Average (RMA) method[27]. 

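The 6 arrays, 3 of GFP pos and 3 of GFP-KLF2 pos activated CD8 T cells, separated by group. Over 45037 probe sets on the log2 scale, Pearson's correlation between 2 arrays of one group was 0.993 to 0.996, and between arrays of different groups 0.982 to 0.990. Average-linkage clustering on 1 minus this correlation placed the 3 GFP pos arrays in one branch and the 3 GFP-KLF2 pos arrays in the other. These correlations are across probe sets, which are not independent replicates. Arrays with the same replicate number also resembled each other: their deviations from the group means correlated at 0.40, 0.56 and 0.59, against -0.46 to 0.11 for arrays with different numbers. Deviations from a group mean cancel within the group, so the lower range follows in part from the higher values and is not separate evidence.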

Hierarchical clustering of the normalised intensity probe-sets confirmed that the biological replicates accurately reflected distinctly identifiable data groups. Simple inter-replicate expression plots, where probe intensities for a given replicate are plotted against the probe intensities for the other replicates in the group, were used to ensure that no large scale systematic effects are present in the data. A linear model was fitted to the normalised intensity data with fixed constants for each replicate group using the R package ‘limma’.[28] P-values for the fold-changes calculated from the linear model are calculated by shrinkage of the empirical Bayes moderated t-statistic for each probe and are then adjusted for multiple hypothesis testing by controlling the False Discovery Rate (using the correction detailed by Benjamini and Hochberg[29]) to produce q-values for linear model analysis. Probe-sets with q-values <0.046% (2σ) were considered to be significantly regulated. Regulation of at least 2-fold was used as a threshold cutoff.

Data are available at: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE26568

### Transwell chemotaxis assay

CTL transduced with GFP-KLF2 retrovirus were competitively assayed with co-cultured untransduced CTL for their ability to migrate towards a CXCL10 gradient. Briefly, transwell plates (Corning) were coated with Fibronectin (Sigma) and CXCL10 (R&D Systems) was diluted in media to the relevant concentration. CTL were then added and input controls taken. After 4 hours incubation cell count and GFP percentage were analyzed by flow cytometry and compared to input controls.

### Western Blotting

Cells were lysed at 3x10^7^/ml in 10mM Tris pH7.05, 50mM NaCl, 50mM NaF, 5μM ZnCl_2_, 1mM DTT, 10% glycerol and 0.5% Triton X100 with complete protease inhibitors (Roche). The resultant lysates were separated by SDS-PAGE, transferred onto nitrocellulose membrane and detected by Western blotting using standard techniques. Antibodies used recognised Spi6 (Hycult), GSK3α/β, pT308 PKB, pan PKB, pT24/32FoxO1/3A (Cell Signaling Technology) and pan FoxO1 (Dundee Signal Transduction & Therapeutics).

### Statistical Analyses

Data sets were analysed using SigmaPlot v11.0 (Systat Software Inc., USA). Comparisons between two groups were made using Student’s t test or a non-parametric Wilcoxon Rank-Sum test where appropriate. Comparisons between multiple groups were made using one way analysis of variance (ANOVA) test. Levels of significance are denoted as follows: * p<0.05, ** p<0.01, *** p<0.001. Non-significant results are either not marked or indicated ns.

## Results

### KLF2 expression is determined by the strength of T cell antigen receptor and cytokine signalling

Previous studies have shown that KLF2 is highly expressed in naive T cells but rapidly downregulated at the protein and mRNA level in response to triggering of the T cell antigen receptor[6–8]. The kinetics of this response are shown in Figure 1A. In these experiments, P14-TCR transgenic CD8 T cells were triggered with a peptide of the lymphocytic choriomeningitis virus (LCMV), glycoprotein gp33-41, presented by the MHC class I molecule H-2D^b^. These data show that KLF2 mRNA loss can be detected within 1 hour of triggering the TCR complex and is complete within 6 hours (Figure 1A). The gp33-41 LCMV peptide is a high affinity TCR ligand for the P14 TCR yet during a polyclonal immune response there will be a pool of T cells with diverse affinities for the same antigen. To study how TCR affinity for antigen impacts on KLF2 expression we compared KLF2 levels in OT-1 TCR transgenic CD8 T cells triggered with four altered peptide ligands (APL) derived from the original OT-1 ligand SIINFEKL (N4)[30]. These APL bind equally well to MHC as N4 but differ in their affinity for the OT-1 TCR[30]. Figure 1B shows that the extent of KLF2 downregulation is determined by the potency of the TCR ligand; high affinity ligands strongly reduce KLF2 levels whereas weak TCR ligands are much less effective. The expression of mRNA of two well described KLF2 target genes CD62L and S1P1 is correspondingly decreased by TCR activation with the OT-1 APLs (Figure 1C).

**Figure 1:**
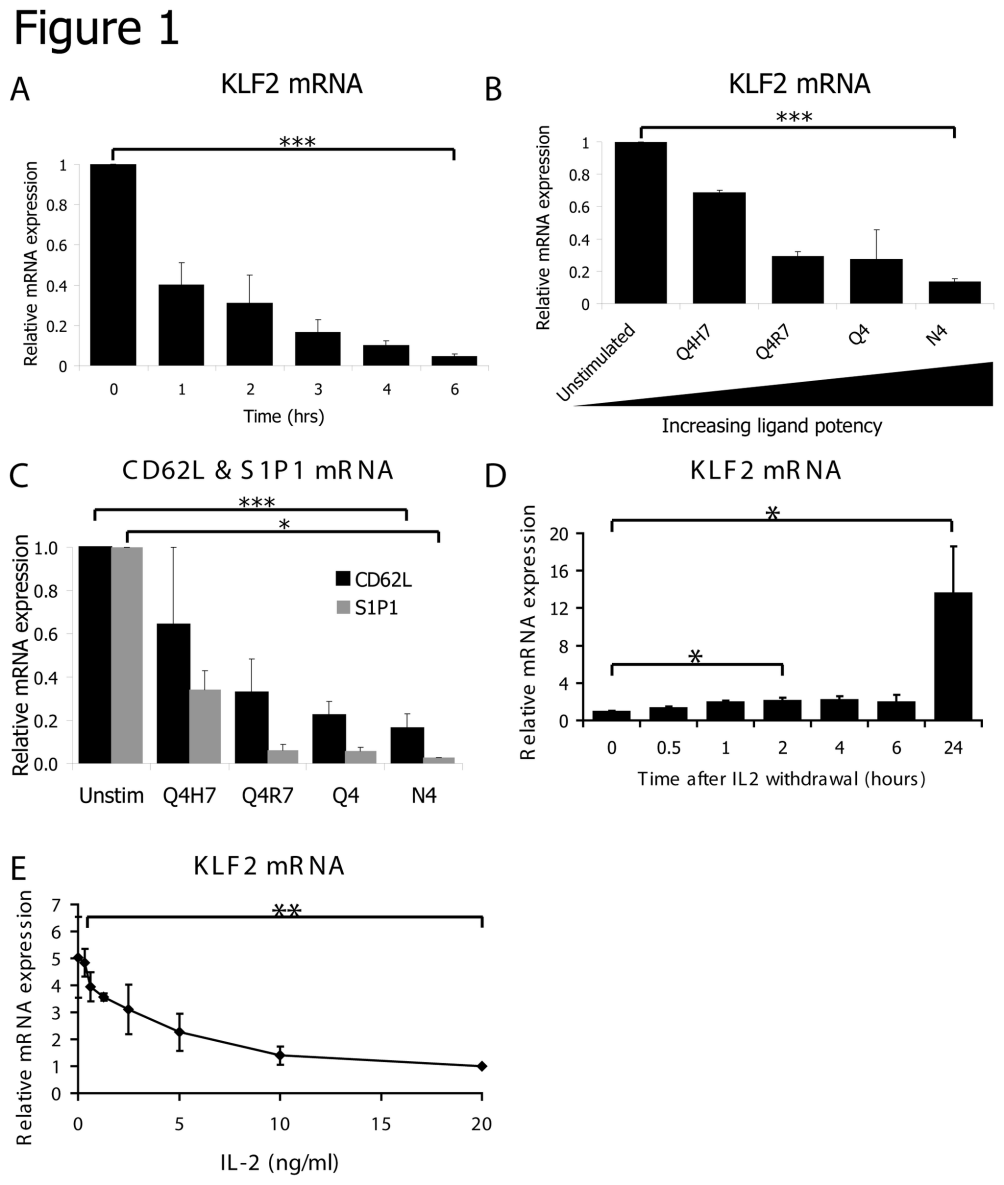
KLF2 expression is regulated by the strength and duration of TCR and cytokine stimulation. (A) Data show relative KLF2 mRNA expression quantified by qRT-PCR in purified naïve CD8 T cells incubated with gp33-41 peptide for the times shown. Results are normalised to untreated naïve cells. (B) KLF2 mRNA in purified naïve OT-1 CD8 T cells incubated with SIIQFEHL (Q4H7) or SIIQFERL (Q4R7), SIIQFEKL (Q4) or SIINFEKL (N4) peptide for 4 hours. Results are normalised to untreated naïve cells. (C) CD62L and S1P1 mRNA in purified naïve OT-1 CD8 T cells incubated with Q4H7, Q4R7, Q4 or N4 peptide for 4 hours. Results are normalised to untreated naïve cells. (D) KLF2 mRNA (normalised to time 0 sample) in T cells activated with gp33-41 peptide for 2 days, cultured in IL-2 for 5 days and then cultured without cytokine for the times shown. (E) KLF2 mRNA (normalised to CTL cultured with 20ng/ml IL-2) in T cells activated with gp33-41 peptide for 2 days, cultured in IL-2 for 5 days and then cultured with the indicated concentrations of IL-2 for 18 hours. All data show mean + SEM of at least 3 independent experiments.

The expression of KLF2 is also modulated by the strength and duration of cytokine signalling. It has been shown previously that IL-2, which promotes CTL differentiation[10,11], maintains low levels of KLF2 in antigen primed T cells[7]. Importantly, IL-2 mediated loss of KLF2 is dependent on continual IL-2 signalling: if CTL are deprived of IL-2 they will re-express KLF2 mRNA within 2 hours and KLF2 mRNA is further increased by 24 hours (Figure 1D). Moreover, the level of KLF2 expression in CTL is also determined by the strength of IL-2 signalling with high concentrations of IL-2 having a stronger suppressive effect on KLF2 expression than low concentrations (Figure 1E). 

The loss of KLF2 mRNA in activated T cells could be due to reduced transcription of KLF2 mRNA and/or reflect that TCR triggering decreases KLF2 mRNA stability. To explore these options we compared the impact of TCR engagement on the amount of KLF2 spliced and unspliced RNA. Non-spliced RNA was detected using primers directed to the second intron of the KLF2 transcript whereas spliced RNA was measured using primers spanning the second intron (Figure 2A). Using the OT-1 TCR model we show that both unspliced and spliced KLF2 RNA decreases approximately equally, proportional to baseline, in T cells activated with the different TCR ligands (Figure 2B). The reduction in expression of mature spliced KLF2 mRNA in TCR activated cells could reflect that there is less unspliced KLF2 RNA to be processed in TCR activated T cells compared to naïve T cells, indicating a transcriptional control mechanism. To confirm this finding, we examined the recruitment of RNA polymerase II (Pol II) to the KLF2 gene. We looked at two regions, the transcriptional start site (TSS) and a downstream region within the 3’ untranslated region of the KLF2 gene. Primers directed against a sequence 1500 base pairs upstream of the TSS were used as a negative control. These data (Figure 2C) show that the recruitment of Pol II to the KLF2 locus is strikingly reduced in TCR activated T cells compared to control cells. These data indicate that TCR engagement reduces transcription of the KLF2 gene by dramatically reducing the recruitment of Pol II to the KLF2 locus.

**Figure 2:**
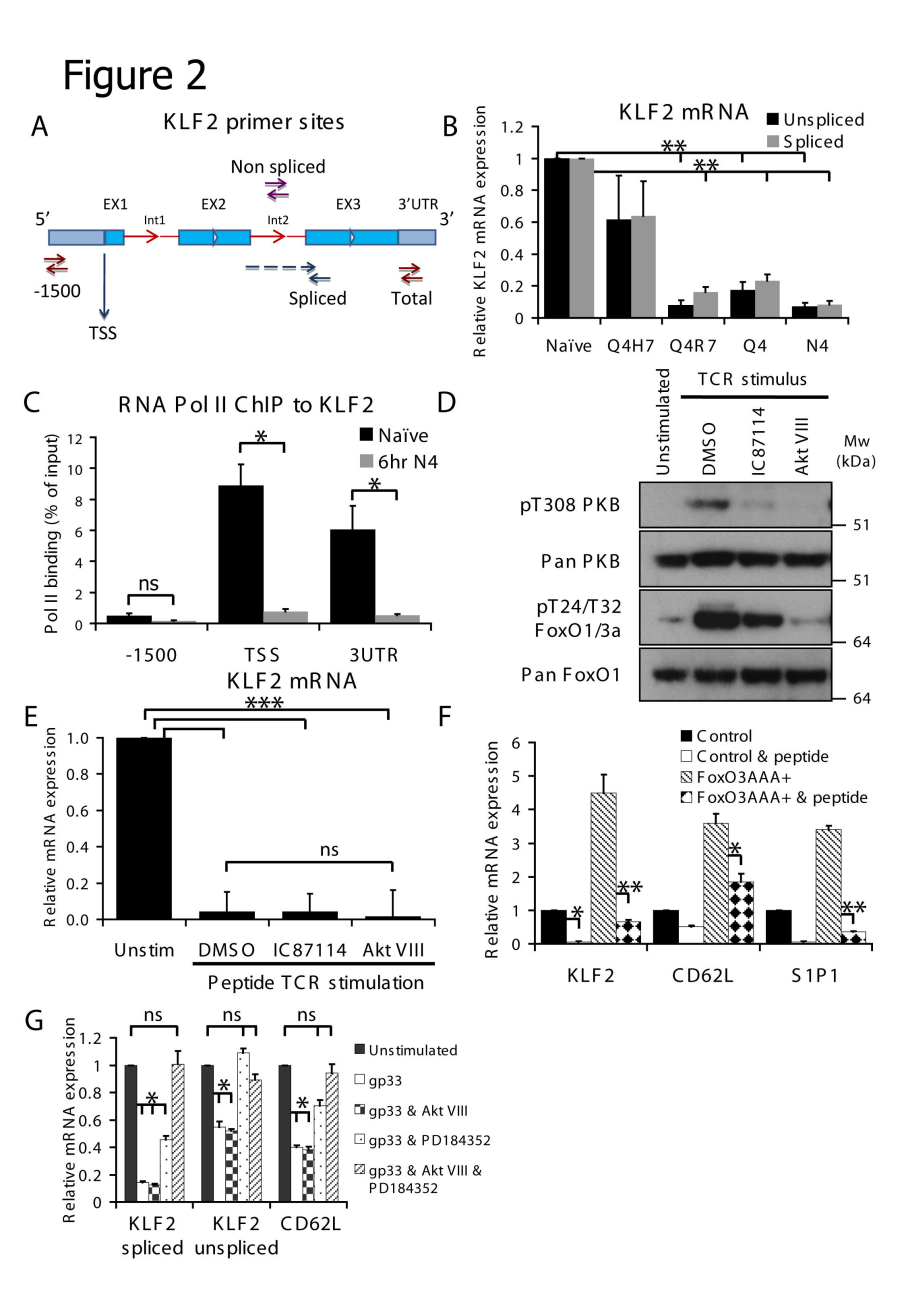
MEK1 and PI3K/PKB activity are required for maximal TCR mediated downregulation of KLF2. (A) Schematic diagram of KLF2 gene indicating binding sites of primers used. (B) Data show binding of RNA polymerase II to the indicated site in the KLF2 gene measured by ChIP assay. Black bars indicate binding in purified naïve OT-1 CD8 T cells, grey bars indicate OT-1 CD8 T cells stimulated with N4 peptide for 6 hours. (C) Spliced and unspliced KLF2 mRNA in purified naïve OT-1 CD8 T cells incubated with Q4H7, Q4R7, Q4 or N4 peptide for 4 hours. Results are normalised to untreated naïve cells. (D) Western blot of lysates from purified naïve OT-1 CD8 T cells incubated with N4 peptide and inhibitors for 4 hours as indicated. (E) KLF2 mRNA in purified naïve P14 CD8 T cells incubated with gp33-41 peptide and inhibitors for 4 hours as indicated. (F) KLF2, CD62L and S1P1 mRNA in FACS purified GFP positive P14 CD8 T cells transduced with control or FoxO3AAA constructs as shown and treated or not with gp33-41 peptide for 4 hours as indicated. (G) CD62L, spliced and unspliced KLF2 mRNA in purified naïve P14 CD8 T cells incubated with gp33 peptide and inhibitors as indicated for 4 hours. Results for each mRNA are normalised to that particular mRNA level in untreated naïve cells – note that comparison of the amount of unspliced or spliced RNA cannot be made. Data in B, C, E, F and G show mean + SEM of at least 3 independent experiments. Data in D are representative of 3 independent experiments.

KLF2 expression in naïve T cells is dependent on expression of FoxO1. Hence FoxO1 null naïve T cells do not express KLF2 and have a corresponding loss in expression of CD62L and corresponding defects in cell trafficking[19]. We have shown previously that the ability of IL-2 to downregulate KLF2 expression in CTL is reversed by PI3K or PKB inhibitors[25]. We therefore considered that TCR activation of PKB might mediate TCR induced loss of KLF2. To test this hypothesis purified naïve cells from P14 mice were activated with gp33-41 peptide for 4 hours in the presence or absence of either the PKB inhibitor Akt VIII or the PI3K inhibitor IC87114. In these experiments, IC87114 and Akt VIII inhibited TCR induced phosphorylation of PKB and FoxO1 (Figure 2D). However, surprisingly, both inhibitors failed to prevent the TCR-induced downregulation of KLF2 mRNA (Figure 2E). These results argue that the TCR downregulates expression of KLF2 independently of its ability to control FoxO1 phosphorylation. To directly test this hypothesis we transduced CD8 T cells with the non-phosphorylatable FoxOAAA mutant. Here, all of the PKB sites responsible for FoxO 14-3-3 protein binding and hence the nuclear exclusion seen on TCR activation are mutated to alanine. Thus, the FoxOAAA protein will remain nuclear despite activation of PKB through TCR stimulation. As predicted, expression of FoxOAAA increases expression of KLF2 and its target genes CD62L and S1P1 (Figure 2F). However, the salient observation is that the activation of the TCR still results in a rapid and dramatic downregulation of KLF2 and its target genes. The TCR can thus downregulate expression of KLF2 independently of its ability to activate PKB and induce FoxO phosphorylation.

In Figure 1B we showed that the magnitude of KLF2 downregulation is graded according to the avidity of the different OT-1 TCR peptide ligands. The magnitude of KLF2 downregulation triggered by the different OT1 ligands correlates with the ability of these APLs to activate the p42/p44 MAP kinase (ERK1/2) pathway downstream of the TCR[30]. We therefore explored the role of the MAPK pathway in downregulating KLF2 expression. PD184352 is a well characterised allosteric inhibitor that prevents activation of MEK1, the kinase which phosphorylates and activates ERK1/2[31]. The inhibition of ERK1/2 activation with PD184352 partially blocked TCR mediated downregulation of total KLF2 mRNA and is sufficient to entirely block unspliced KLF2 mRNA downregulation (Figure 2G). Intriguingly, the combination of both MEK and PKB inhibition is required to completely block TCR mediated downregulation of KLF2 and its target gene CD62L (Figure 2G).

### The importance of downregulating KLF2 in T cell activation

KLF2 drives expression of CD62L, an adhesion receptor essential for T cell transmigration from the blood into secondary lymphoid tissues, and S1P1, a lysosphingolipid receptor that controls T cell egress from thymic and peripheral lymphoid tissue[14–16]. KLF2 downregulation in response to triggering of antigen and cytokine receptors thus explains why immune activated effector cells lose expression of these key trafficking molecules. However, is KLF2 downregulation required for any other key processes of CD8 T cell activation? Note the impact of KLF2 loss in naïve T cells has been assessed previously[3,4,17] but no experiment has fully explored the importance of the loss of KLF2 expression that accompanies immune activation. The experimental strategy to address this question requires the genetic manipulation of T cells to prevent them downregulating expression of KLF2 in response to immune activation. Accordingly, we decided to use Affymetrix microarray analysis to examine the transcriptional profile of immune activated T cells that were retrovirally transduced to maintain expression of KLF2 mRNA to the levels seen in quiescent naïve T cells (Figure 3A, 3B). In these experiments we compared control activated CD8 T cells versus activated CD8 T cells transduced with a retrovirus encoding GFP-KLF2 fusion protein (Figure 3A). 

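P14 CD8 T cells, whose T cell receptor recognises an LCMV peptide, were stimulated with that peptide for 48 hours, transduced 18 hours after its addition and then cultured in IL-2. The methods and sample labels give 48 hours of IL-2 culture and the legend of Table S1 gives 72 hours. RNA of sorted GFP pos cells, which carry the empty vector, and of sorted GFP-KLF2 pos cells was hybridised to Affymetrix mouse 3' expression arrays, with 3 biological replicates per group. The GFP neg and GFP-KLF2 neg populations were not analysed here. The authors normalised the arrays by RMA and deposited 1 value per probe set and array, as intensities on a linear scale from 5.74 to 33637.8. Here each value was converted to log2, 64 control probe sets were removed from the 45101 on the table, and GFP-KLF2 pos was compared with GFP pos by limma with a constant per group. Adjusted p is by Benjamini-Hochberg over the remaining 45037 probe sets. A gene is represented by its probe set with the highest mean over the 6 arrays, among 34945 probe sets annotated to 1 gene only, which gives 18193 genes. Genes are said to have risen or fallen at an adjusted p under 0.046, whatever the fold, and are called regulated when the change is also at least 2-fold. Levels are given as log2 intensity, mean ± SD over 3 arrays, and the number of arrays limits the precision. With 3 arrays per group a 2-sided exact permutation test cannot go below p = 0.1, so the tests rest on the spread that limma pools over probe sets. In data simulated from these arrays with 200 changed genes, 40 of 50 genes changed 2-fold and 26 of 50 changed 1.5-fold were found. In the arrays themselves 2650 genes passed the test. The Benjamini-Hochberg cut depends on this number, so the shares found may not carry over.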

We could analyse four different populations from these experiments; cells transduced with either the GFP-KLF2 construct or with an empty vector GFP construct or those negative cells from the same cultures. This experiment allows an assessment of the importance of KLF2 downregulation for the immune activation of CD8 T cells. For clarity, we refer to these activated CD8 T cell populations throughout the text as GFP-KLF2^pos^, GFP^pos^, GFP-KLF2^neg^ and GFP^neg^ respectively (Figure 3A).

**Figure 3:**
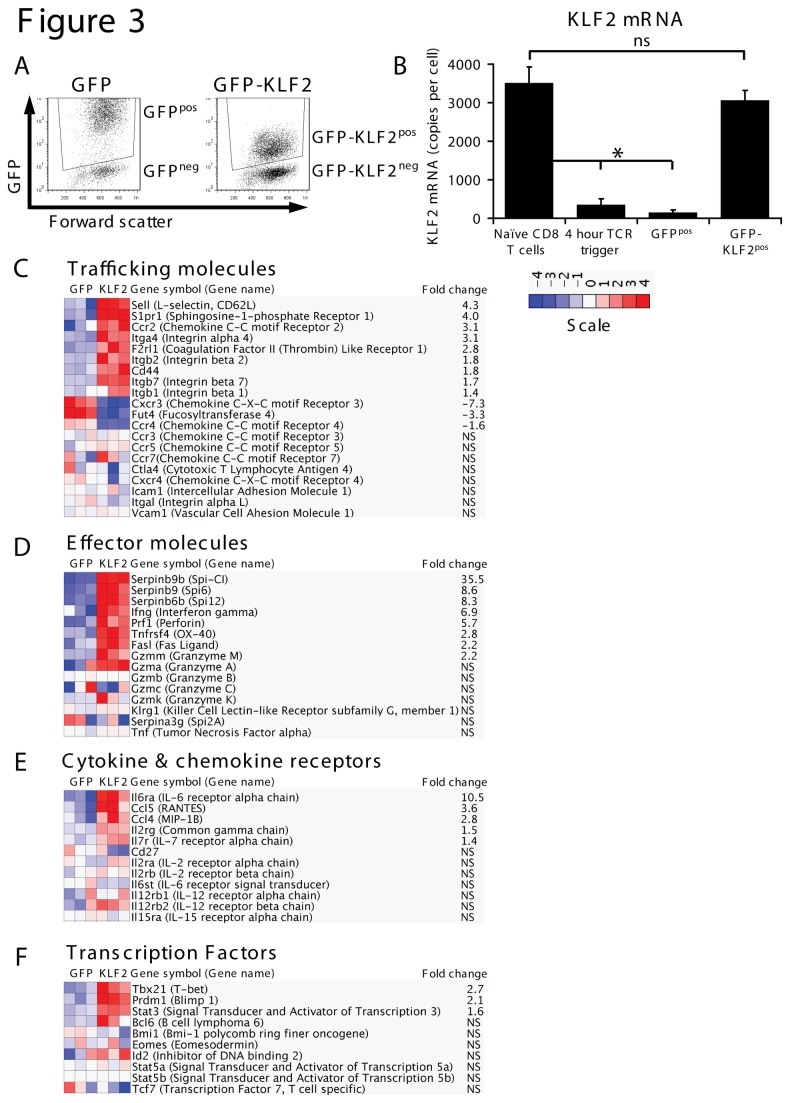
The impact of failing to downregulate KLF2 on the transcriptional programme of TCR activated CD8 T cells. (A) Data show flow cytometric analysis of activated CD8 T cells transduced with either vector (evGFP) or a GFP-KLF2 fusion construct (data representative of 10 independent experiments). In all experiments using these constructs, CD8 T cells were transduced at 18 hours post-activation, washed out of peptide stimulation at 48 hours and then cultured with IL-2 for a further 48-72 hours prior to experimental procedures. (B) Data show KLF2 mRNA expression in purified naïve P14 CD8 T cells, P14 CD8 T cells treated with gp33-41 peptide for 4 hours, GFP positive activated CD8 T cells purified by FACS from activated CD8 T cells transduced with either evGFP or a GFP-KLF2 fusion protein. After reverse transcription, KLF2 mRNA was quantified by qRT-PCR against a standard curve of a KLF2 cDNA and is expressed as mRNA copy number. Data show mean + SEM of 3 independent experiments. (C) Heat map showing gene expression patterns of genes encoding trafficking molecules in GFP^pos^ and GFP-KLF2^pos^ activated CD8 T cells, (D) CD8 T cell effector molecules, (E) cytokine receptors and (F) transcription factors. Heat maps are normalised to depict a 2-fold regulation as significant. Fold changes where shown are statistically significant (p<0.05) and are relative to the GFP^pos^ control.

Using this system we compared by microarray activated CD8 T cells with normal downregulation of KLF2 with activated CD8 T cells where KLF2 expression was maintained. 

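At the 2-fold threshold more genes were higher than lower with maintained KLF2 expression. Of 18193 genes measured, 405 were regulated upwards and 130 downwards in GFP-KLF2 pos compared with GFP pos activated CD8 T cells, so that 75.7% of the regulated genes were higher. A rise of at least 4-fold was seen for 104 of them and a fall of at least 4-fold for 11. Among the largest rises were *Nupr1*, a stress-induced chromatin-associated protein (log2 fold change 4.96, adjusted p = 0.000212), *Upp1*, a uridine phosphorylase (4.75, 0.000893), *Crabp2*, a retinoic acid binding protein (4.68, 0.000412), and *Pygl*, a glycogen phosphorylase (4.29, 0.00333). *Ifit1bl1*, of a family of interferon-induced genes, had a log2 fold change of 4.62 (standard error 0.93, adjusted p = 0.0203), but did not pass without GFP pos replicate 1, 2 or 3 or GFP-KLF2 pos replicate 1 or 2 (adjusted p = 0.053 to 0.0752). Its GFP pos level of 3.86 lies near the lower end of the signal, so the size of its rise is uncertain. Large falls were measured for *Tmem108* (-2.58, 0.000123), the sialyltransferase *St6gal1* (-2.57, 0.00271), the gap junction gene *Gja1* (-2.33, 0.000179), the cytokine subunit *Ebi3* (-2.32, 0.00838) and the T cell receptor associated adaptor *Trat1* (-2.23, 0.000834). *Bex6*, *Itm2a*, *BC035044* and *Bex1* fell by 2.28, 2.18, 2.18 and 2.12 on the log2 scale. In GFP-KLF2 pos cells *Bex6*, *Gja1* and *Bex1* ended at 4.00, 4.42 and 4.52, near the lower quartile of those arrays (4.23 to 4.25). The falls of these 3 may be understated. The other probe sets of *Tmem108* (0.04 and -0.22) and *St6gal1* (-0.34) did not pass the test. For each of the 535 regulated genes, all arrays of one group lay beyond all arrays of the other. This held for 34.9% of all genes, where chance gives 10% for exchangeable arrays, which arrays that pair by replicate number are not. Without the fold threshold, 1131 genes rose and 1519 fell. A mean log2 intensity of at least 6 was reached by 10511 genes, and of at least 8 by 6956 genes.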

Approximately 10000 annotated genes were expressed in activated CD8 T cells and the impact of KLF2 re-expression was to upregulate 492 genes and downregulate 164 genes by at least twofold. The full list of genes regulated by KLF2 is detailed in Table S1. It should be noted that KLF2 is not detected as a regulated gene since the GFP-KLF2 construct lacks the 3’ UTR of KLF2, which is the sequence detected by probes in the microarray. 

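The copy of Table S1 used here holds 655 of 656 entries, and no overlap or enrichment was tested on it. Several members of the KLF family other than *Klf2* rose. Of 14 measured members, *Klf2* among them, 7 rose and 7 did not pass the test (9 rose when adjusted over the list alone, camera adjusted p = 2.59e-05, adjusted p = 0.144 with an estimated correlation). *Klf3* rose most, from 7.39 ± 0.92 in GFP pos cells to 11.45 ± 0.50 in GFP-KLF2 pos cells, a log2 fold change of 4.06 (standard error 0.45, adjusted p = 0.00265), and its 6 other probe sets had 0.22 to 3.91. *Klf11*, *Klf10*, *Klf9*, *Klf6*, *Klf13* and *Klf16* had log2 fold changes of 1.52, 1.48, 1.29, 0.68, 0.63 and 0.40. Of these, *Klf16* did not pass with any single array left out (adjusted p = 0.06 to 0.111), and *Klf10* did not pass without GFP pos replicate 2 or GFP-KLF2 pos replicate 1 (adjusted p = 0.0534 to 0.0565). *Klf12* had a log2 fold change of 0.42 (adjusted p = 0.103), and 2 of its dimmer probe sets had 2.04 and 1.54. *Klf1*, *Klf4*, *Klf5*, *Klf7* and *Klf15* lay between -0.16 and 0.31 and did not pass the test.

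Genes of desmosomes and epithelia, a list drawn up with Table S1 already seen, included 14 that rose among 31 measured (14 when adjusted over the list alone, camera adjusted p = 9.49e-11, adjusted p = 0.145 with an estimated correlation), 13 of them at least 2-fold. Since Table S1 comes from these arrays, neither the count nor the list's p is independent evidence of the rise. *Dsp*, which encodes desmoplakin, rose from 4.09 ± 0.18 to 9.74 ± 0.65 (log2 fold change 5.65, adjusted p = 0.000179). That GFP pos level is under the lower quartile of probe sets in those arrays (4.18 to 4.24), so the rise may be understated. The epithelial transcription factor *Grhl3*, the transglutaminase *Tgm1* and the splicing regulator *Esrp2* rose by 4.34, 3.69 and 3.43, although a second probe set of *Esrp2* (0.44) did not pass the test. The GFP pos level of *Grhl3*, 4.04, also lies under that quartile, so its rise may be understated too. Among 16 markers of megakaryocytes and platelets 4 rose (5 when adjusted over the list alone, camera adjusted p = 0.000344, adjusted p = 0.145 with an estimated correlation), namely *Plek* (3.64), *Nfe2* (2.52), *Itgb3* and *Gata1* (1.38). *Plek* is also expressed in leukocytes. The abundant epithelial and platelet transcripts *Krt8*, *Krt18*, *Epcam*, *Cldn4*, *Cldn7*, *Pf4*, *Ppbp* and *Gp9* had a median log2 fold change of 0.06.

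Interferon-stimulated genes, also listed with Table S1 seen, had a median log2 fold change of 1.31. Of these genes 13 of 35 rose and 22 did not pass the test (30 rose when adjusted over the list alone, camera adjusted p = 4.29e-13, adjusted p = 0.287 with an estimated correlation), which is not independent evidence of their direction either. *Ifit1* (3.32), *Rsad2* (2.63), *Zbp1* (2.60) and *Ifit3* (2.49) changed most, and of these *Zbp1* passed with every single array left out. The other 3 did not pass without GFP pos replicate 1, 2 or 3 or GFP-KLF2 pos replicate 1 or 2 (adjusted p = 0.0574 to 0.132). The number that rose was 26 in a paired fit with the replicate number as a block, and with single arrays left out 2 rose without GFP-KLF2 pos replicate 1 or 2, 3 rose without GFP pos replicate 1 or 2, 7 rose without GFP pos replicate 3 and 30 rose without GFP-KLF2 pos replicate 3. Markers of myeloid and dendritic cells had a median log2 fold change of 0.10. Of 17 measured, *Ctss* fell (-0.43), but did not pass with any single array left out (adjusted p = 0.0513 to 0.06). Among genes induced early by T cell receptor signals 8 of 25 rose, 14 in the paired fit (14 when adjusted over the list alone, camera adjusted p = 2.48e-06, adjusted p = 0.144 with an estimated correlation). *Ier3* (2.25), *Nfkbiz* (1.63), *Fosl2* (1.58) and the activation marker *Cd69* (1.38) rose most. A second probe set of *Fosl2* had -0.05, and its first did not pass without GFP pos replicate 2 or GFP-KLF2 pos replicate 1, 2 or 3 (adjusted p = 0.0865 to 0.0931), and *Cd69* did not pass without GFP pos replicate 2 or GFP-KLF2 pos replicate 1 or 2 (adjusted p = 0.0481 to 0.0654).

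Of 15 inhibitory receptors and their ligands 6 rose and 2 fell (6 and 3 when adjusted over the list alone), with a median log2 fold change of 0.02 (camera adjusted p = 0.0186, adjusted p = 0.176 with an estimated correlation, adjusted p = 0.0855 with the replicate block). *Havcr2*, which encodes TIM-3, rose by 2.50 and *Cd274*, which encodes PD-L1, by 1.97, while *Cd160* had a log2 fold change of -1.77. *Ceacam1* rose by 1.73 at its brightest probe set and by 0.74 to 6.64 at its 7 others. Of the members 1 fell without GFP pos replicate 2 or GFP-KLF2 pos replicate 1 or 3.

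**Figure D1:**
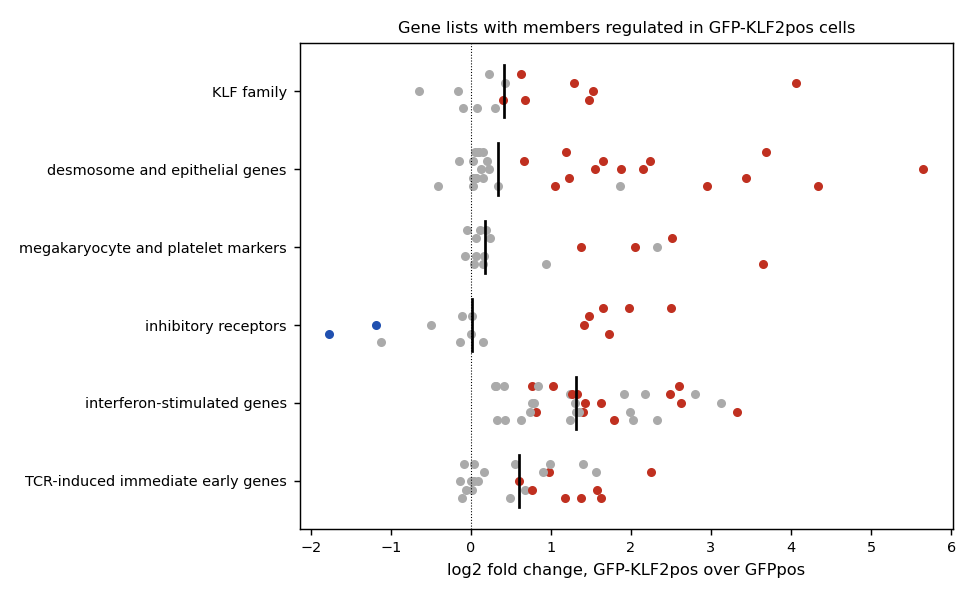
Log2 fold change of GFP-KLF2 pos over GFP pos cells for each measured member of 6 gene lists. Each point is a gene, red where it rose, blue where it fell and grey where it did not pass the test, and the black bar is the median of the list. Of the interferon-stimulated genes 13 of 35 are red, and of the inhibitory receptors 6 are red and 2 blue.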

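The probe set of *Klf2* (Entrez gene 16598) gave 10.05 ± 1.13 in GFP pos cells and 9.41 ± 0.59 in GFP-KLF2 pos cells (log2 intensity, SD, n = 3). The log2 fold change of -0.64 (standard error 0.54, 95% confidence interval -1.90 to 0.62) did not pass the test (adjusted p = 0.552, 0.075 with the replicate block). The difference was -1.16, -0.71 and -0.06 in the 3 pairs of arrays, and with single arrays left out the log2 fold change ranged from -1.27 to -0.18 and did not pass. Since this probe set reads sequence that the paper states is absent from the construct, it does not measure the transduced GFP-KLF2 and does not check the sample labels.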

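*S1pr1* (Entrez gene 13609), which encodes the sphingosine 1-phosphate receptor S1P1, was 4.01-fold higher in GFP-KLF2 pos cells. Its level was 7.49 ± 0.38 in GFP pos cells and 9.49 ± 0.03 in GFP-KLF2 pos cells, a log2 fold change of 2.00 (standard error 0.18, adjusted p = 0.00125). Of 17 measured trafficking molecules of Figure 3C, 6 rose and 3 fell (7 and 4 when adjusted over the list alone, camera adjusted p = 0.142). The study reports these genes from the same arrays, so their direction is not independent evidence. The chemokine receptor *Ccr2* rose by 1.63 (adjusted p = 0.0243) and the integrin subunit *Itga4* by 1.42 (0.0029). *Itgb2*, *Itgb7* and the activation marker *Cd44* rose by 0.87, 0.80 and 0.78. The fucosyltransferase *Fut4* fell by 1.72 and *Ccr4* by 0.69 on the log2 scale, and a second probe set of *Fut4* (-0.27) did not pass the test. *Itgb1* had a log2 fold change of 0.59 (adjusted p = 0.0636, 0.0208 with the replicate block) and the lymph node homing receptor *Ccr7* of 0.42 (0.473, 0.014 with the replicate block). *Ctla4*, *Cxcr4*, *Itgal*, *Ccr3*, *Icam1* and *Vcam1* lay between -0.50 and 0.19 and did not pass the test. In a wider list of integrins and selectins 6 of 20 rose and 14 did not pass the test (9 rose and 1 fell when adjusted over the list alone, camera adjusted p = 0.00141, adjusted p = 0.168 with an estimated correlation), with the largest rises in *Itgax* (2.41) and *Itgb3* (2.06). With the replicate block 8 of this list rose and 1, *Itgae* (-1.53), fell. *Ccr2* did not pass without GFP pos replicate 2 or GFP-KLF2 pos replicate 1, 2 or 3 (adjusted p = 0.0511 to 0.0715), nor *Itgb3* without GFP-KLF2 pos replicate 2 (adjusted p = 0.0471), and *Itgb1* passed without GFP-KLF2 pos replicate 1 (adjusted p = 0.0135).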

The microarray data corroborated previous data showing that maintaining KLF2 expression prevents activated T cells downregulating expression of CD62L and S1P1 (Figure 3C). To verify these data we analysed GFP-KLF2^pos^ cells for expression of CD62L and S1P1 mRNA (Figure S1A) and CD62L surface protein expression (Figure S1B). The results show that a failure to downregulate KLF2 sustained expression of CD62L and S1P1 in activated CD8 T cells. CD62L expression is frequently used to distinguish terminally differentiated effector CTL from naïve or memory T cells. We therefore examined the impact of maintaining KLF2 expression on other key genes that determine CTL effector function (Figure 3D-F). These analyses found that KLF2 expression did not prevent immune activated T cells acquiring expression of cytolytic effector molecules such as the granzymes (Figure 3D), nor did it prevent expression of key transcription factors that control CTL differentiation such as STAT5 or eomesodermin (Figure 3F). 

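*Gzmb*, which encodes granzyme B, had 14.82 ± 0.06 in GFP pos cells and 14.81 ± 0.0044 in GFP-KLF2 pos cells (log2 fold change -0.01, adjusted p = 0.959). Both levels lie at the top of the arrays' range, where saturation can hide a difference, so these values do not show that *Gzmb* was unchanged. *Gzma* was 13.17 ± 0.93 and 14.47 ± 0.12, 2.46-fold apart (standard error of the log2 fold change 0.40, adjusted p = 0.0841, 0.0262 with the replicate block), and it passed the test without GFP pos replicate 3 (adjusted p = 0.00634). Its GFP-KLF2 pos level lies close to that of *Gzmb*, so saturation leaves the size of this difference uncertain. *Gzmm* rose by 1.15 (adjusted p = 0.00806), while *Gzmc* (-0.46, 0.691) and *Gzmk* (0.48, 0.252) did not pass the test. Of 17 cytolytic molecules 5 rose and 1 fell (7 and 1 when adjusted over the list alone, camera adjusted p = 0.00248, adjusted p = 0.472 with an estimated correlation), and 11 rose without GFP pos replicate 3, whereas 0 fell without GFP pos replicate 2 or GFP-KLF2 pos replicate 1. The medians of the list in the 3 pairs of arrays were 1.08, 0.63 and -0.07, and 16, 12 and 7 of the 17 members were higher. In the third pair the list as a whole thus showed no rise, although single members such as *Prf1* (2.03), *Gzmm* (0.83) and *Fasl* (0.72) were higher. The death receptor ligand *Fasl* rose by 1.12, the granule membrane protein *Nkg7* by 0.72 and the protease *Ctsw* by 0.63, and the lysosomal membrane protein *Lamp1* fell by 0.47 on the log2 scale.

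The transcription factors *Eomes*, *Stat5a* and *Stat5b* differed by less than the test could call. *Eomes* was 10.24 ± 0.29 in GFP pos cells and 10.23 ± 0.42 in GFP-KLF2 pos cells (log2 fold change -0.01, 95% confidence interval -0.53 to 0.51, adjusted p = 0.985). The log2 fold changes of *Stat5a* and *Stat5b* were 0.18 (0.255) and 0.07 (0.6). Among 18 transcription factors of effector T cells 8 rose and 10 did not pass the test (10 rose when adjusted over the list alone, camera adjusted p = 9.68e-07, adjusted p = 0.148 with an estimated correlation). The effector regulator *Prdm1*, which encodes Blimp-1, rose by 1.05 (adjusted p = 0.00384), *Bhlhe40* by 1.41 (0.000502), *Stat3* by 0.71 (0.00325) and *Irf8* by 0.72 (0.0251). With arrays left out 4 rose without GFP pos replicate 1 or 2 or GFP-KLF2 pos replicate 1 or 2, and *Irf8* did not pass without GFP pos replicate 1 or 2 or GFP-KLF2 pos replicate 1, 2 or 3 (adjusted p = 0.0523 to 0.0866). Figure 3F also reports its genes from these arrays, so their direction is not independent evidence. Of 9 measured, 3 rose (4 rose and 1 fell when adjusted over the list alone, camera adjusted p = 0.00354, adjusted p = 0.242 with an estimated correlation, 4 rose and 1 fell with the replicate block). *Bcl6* (0.74, adjusted p = 0.0556, 0.0335 with the replicate block), *Bmi1* (-0.37, 0.08, 0.0305 with the replicate block) and *Id2* (0.67, 0.19) did not pass. Single arrays decided 2 of these: *Bcl6* passed without GFP-KLF2 pos replicate 3 (adjusted p = 0.0128), and *Id2* without GFP pos replicate 3 (adjusted p = 0.0317). A second probe set of *Bcl6*, at nearly the same level, had -0.03 and did not pass.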

On the contrary, the expression of mRNA encoding IFNγ and perforin were increased by maintaining KLF2 expression (Figure 3D).

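*Ifng* (Entrez gene 15978) rose from 5.95 ± 1.15 in GFP pos cells to 8.74 ± 0.50 in GFP-KLF2 pos cells (log2 intensity, SD, n = 3), which is 6.9-fold. Its log2 fold change was 2.79 (standard error 0.53, adjusted p = 0.0171), and the difference was 2.21, 2.64 and 3.51 in the 3 pairs of arrays with the same replicate number. *Prf1* (Entrez gene 18646), the gene of the pore-forming protein perforin, rose 5.73-fold, from 6.77 ± 0.30 to 9.29 ± 0.70, with a log2 fold change of 2.52 (standard error 0.33, adjusted p = 0.00442). A second, dimmer probe set of *Prf1* had a log2 fold change of -0.03. The study reports the genes of Figure 3D from these arrays, so their direction is not independent evidence. Of 14 measured effector molecules of this figure, 8 rose and 6 did not pass the test (9 rose when adjusted over the list alone, camera adjusted p = 2.85e-08, adjusted p = 0.144 with an estimated correlation). They include the costimulatory receptor *Tnfrsf4*, which rose 2.84-fold, whereas *Tnf* (log2 fold change 0.11) and *Klrg1* (0.16) did not pass. In a list of 27 cytokines and chemokines 7 rose and 1 fell (8 and 2 when adjusted over the list alone, 9 and 3 with the replicate block, camera adjusted p = 0.00511, adjusted p = 0.145 with an estimated correlation). The costimulatory ligand *Tnfsf9* rose by 2.49 (adjusted p = 0.00379), *Csf2*, which encodes GM-CSF, by 2.09 (0.0157), and the lymphotoxin gene *Ltb* fell by 0.46 on the log2 scale. Leaving out single arrays ended the call for *Ifng* without GFP pos replicate 2 or GFP-KLF2 pos replicate 1 or 2 (adjusted p = 0.0557 to 0.0631) and for *Csf2* without GFP pos replicate 1 or 2 or GFP-KLF2 pos replicate 1 (adjusted p = 0.0564 to 0.0614). Of the cytokines and chemokines 3 rose without GFP pos replicate 2 or GFP-KLF2 pos replicate 1 and 4 rose without GFP-KLF2 pos replicate 2, and 0 fell without GFP pos replicate 2 or GFP-KLF2 pos replicate 1 or 2.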

Effector T cells can be distinguished by their cytokine receptor profiles. Notably effector T cells downregulate expression of receptors for IL-6 and IL-7 and are CD27 low. They do however express high levels of pro-inflammatory cytokine receptors, notably IL-12 receptors. In this context, maintaining KLF2 expression in activated CD8 T cells had no effect on expression of CD27 or IL-7 and IL-12 receptors but strikingly increased expression of mRNA encoding the IL-6 receptor alpha subunit (Figure 3E). This latter result was verified by qRT-PCR and flow cytometric analysis (Figure S1C, S1D). 

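The largest change among cytokine receptors was that of *Il6ra* (Entrez gene 16194), which rose 10.5-fold. Its level was 5.58 ± 0.55 in GFP pos cells and 8.98 ± 0.78 in GFP-KLF2 pos cells, a log2 fold change of 3.39 (standard error 0.41, adjusted p = 0.00347). A second probe set of *Il6ra* rose by 0.83 (adjusted p = 0.0203). *Il7r* rose less than 2-fold, from 11.13 ± 0.04 to 11.61 ± 0.14 (log2 fold change 0.48, standard error 0.09, adjusted p = 0.0172), and did not pass without GFP pos replicate 1 or 2 or GFP-KLF2 pos replicate 2 or 3 (adjusted p = 0.0471 to 0.0699). *Cd27* was 9.25 ± 0.25 and 8.88 ± 0.41, a log2 fold change of -0.37 with a 95% confidence interval of -0.87 to 0.12 (adjusted p = 0.344, 0.0363 with the replicate block). *Il12rb1* had a log2 fold change of 0.18 (adjusted p = 0.726) and *Il12rb2* of 0.64 (adjusted p = 0.0902), and *Il12rb2* passed the test without GFP pos replicate 3 (adjusted p = 0.00933). The receptor subunits *Il6st*, *Il15ra*, *Il2ra* and *Il2rb* lay between -0.31 and 0.19 and did not pass. Figure 3E reports its genes from these arrays, so their direction is not independent evidence. Of the 11 measured, 4 rose and 7 did not pass the test (5 rose and 1 fell when adjusted over the list alone, camera adjusted p = 0.0214, adjusted p = 0.168 with an estimated correlation). With the replicate block 1, *Cd27*, fell. With single arrays left out 1 rose without GFP pos replicate 2 or GFP-KLF2 pos replicate 2 and 2 rose without GFP pos replicate 1 or GFP-KLF2 pos replicate 1 or 3. The genes that rose include the chemokines *Ccl5* (1.84, adjusted p = 0.0237) and *Ccl4* (1.47, 0.0362). *Ccl5* did not pass without GFP pos replicate 2 or 3 or GFP-KLF2 pos replicate 1 or 2 (adjusted p = 0.0599 to 0.0819), and *Ccl4* with any single array left out (adjusted p = 0.0507 to 0.105). In a wider list of 26 cytokine receptors 7 rose and 2 fell (8 and 3 when adjusted over the list alone, camera adjusted p = 0.01, adjusted p = 0.145 with an estimated correlation), and 4 rose without GFP pos replicate 2. Of the same list 0 fell without GFP pos replicate 1 or 2 or GFP-KLF2 pos replicate 2 or 3 and 1 fell without GFP pos replicate 3 or GFP-KLF2 pos replicate 1. Both chains of the IL-18 receptor rose, *Il18r1* by 2.42 (adjusted p = 0.003) and *Il18rap* by 1.23 (0.000385), as did *Il10ra* by 1.51 (0.00854) at its brightest probe set but not at its others (0.43 and 0.21), and the 2 that fell were the interferon receptor chains *Ifnar2* (-0.50) and *Ifngr2* (-0.29).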

One other observation was that immune activated T cells that maintained KLF2 expression expressed much higher levels of mRNA encoding the Serpin family of serine protease inhibitors, notably *Serpinb9* (Figure S1E). This is a serine protease inhibitor of granzyme B that controls cytotoxic granule integrity in effector CTL and is expressed at high levels in memory T cells[32,33]. 

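*Serpinb9* (Entrez gene 20723) was 7.21-fold higher in GFP-KLF2 pos cells. Its level rose from 9.24 ± 0.24 in GFP pos cells to 12.09 ± 0.21 (log2 intensity, SD, n = 3), a log2 fold change of 2.85 (standard error 0.15, adjusted p = 0.000193), and a second, dimmer probe set rose by 3.10. Its paralog *Serpinb9b* rose 35.5-fold (log2 fold change 5.15, adjusted p = 7.85e-06), *Serpinb6b* 8.33-fold (3.06, 0.000461) and *Serpini1* 5.45-fold (2.45, 4.22e-05). Of 13 measured serpins, listed with Table S1 already seen and so not independent evidence of direction, 6 rose and 7 did not pass the test (6 rose and 1 fell when adjusted over the list alone, camera adjusted p = 0.000286, adjusted p = 0.163 with an estimated correlation). *Serpinb1b* (1.46) and *Serpinb1a* (0.81) were the others that rose, and with the replicate block *Serpinb6a* fell. The serpins are similar in sequence, and cross-hybridisation between paralogs was limited only by the use of probe sets annotated to 1 gene.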

KLF2 upregulation of *Serpinb9* (Spi6) protein was verified by western blot analysis (Figure S1F). Moreover, qRT-PCR analysis confirmed a cell autonomous effect of KLF2 on *Serpinb9* expression (Figure S1E). Collectively, these data show that KLF2 controls expression of a selective portion of the CD8 T cell transcriptional program but persistent KLF2 expression post activation is not sufficient to force the CD8 T cell transcriptional program to remain that of a naïve T cell.

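Part of the naive T cell programme was higher in GFP-KLF2 pos cells. Of 29 genes of naive and quiescent T cells 17 rose and 12 did not pass the test (20 rose when adjusted over the list alone, camera adjusted p = 3.1e-11, adjusted p = 0.144 with an estimated correlation). The list holds genes that the study names from these arrays or lists in Table S1, so neither its count nor its p is independent evidence of direction. The anti-proliferative gene *Tob1* rose by 2.86 (adjusted p = 0.000179), and *Klf3*, *Il6ra* and *S1pr1* were the others that rose most. With the replicate block 21 rose and 1, *Cd27*, fell, and 11 rose without GFP pos replicate 2 or GFP-KLF2 pos replicate 1 or 2. Of 24 genes that the paper names for the microarray, 11 rose and 1 fell (13 and 1 when adjusted over the list alone, camera adjusted p = 1.42e-05, adjusted p = 0.144 with an estimated correlation). The paper reports them from these arrays, so their direction is not independent evidence. With the replicate block 12 rose and 2 fell. With single arrays left out 6 rose without GFP-KLF2 pos replicate 2 and 7 rose without GFP pos replicate 1 or 2 or GFP-KLF2 pos replicate 3. From its data as a whole, the paper concludes that KLF2 governs only part of the programme of these cells and that its persistence after activation does not hold them in the naive state.

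**Figure D2:**
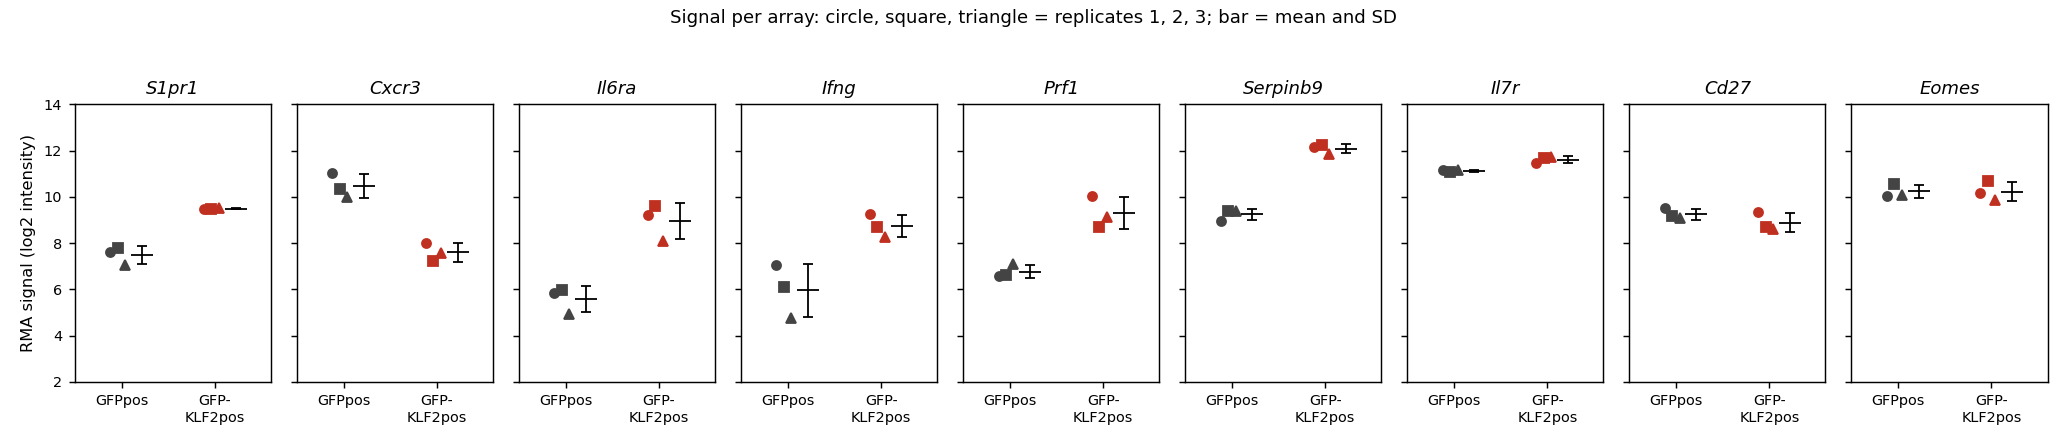
RMA signal (log2 intensity) of 9 genes in each array of GFP pos and GFP-KLF2 pos cells. Circles, squares and triangles are replicates 1, 2 and 3, and the bar is the mean ± SD. The 3 GFP-KLF2 pos arrays lie above the 3 GFP pos arrays for *S1pr1*, *Il6ra*, *Ifng*, *Prf1*, *Serpinb9* and *Il7r* and below them for *Cxcr3*, and the groups overlap for *Cd27* and *Eomes*.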

### KLF2 regulates CXCR3 expression in CD8 T cells

From the microarray analysis, we noted that a failure to downregulate KLF2 prevented upregulation of the inflammatory chemokine receptor CXCR3 in immune activated CD8 T cells (Figure 3C). 

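*Cxcr3* (Entrez gene 12766), the receptor of CXCL10, showed the largest measured fall of all regulated genes. Falls of genes that ended near the lower end of the signal, such as *Bex6*, may be understated. *Cxcr3* fell from 10.46 ± 0.52 in GFP pos cells to 7.60 ± 0.40 in GFP-KLF2 pos cells (log2 intensity, SD, n = 3), a log2 fold change of -2.86 (standard error 0.28, 95% confidence interval -3.52 to -2.20, adjusted p = 0.00182), which is 7.26-fold. Every GFP-KLF2 pos array was lower than every GFP pos array. Chemokine and sphingosine 1-phosphate receptors moved both ways: of 24 measured, *Cxcr3* among them, 5 rose and 2 fell (6 and 2 when adjusted over the list alone, camera adjusted p = 0.089). The gut homing receptor *Gpr15* rose by 2.35 (adjusted p = 0.000212).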

Previous studies have shown that KLF2 loss can cause thymocytes to express CXCR3 but this is an indirect consequence of unrestrained cytokine production by KLF2 null thymocytes[17]. It was thus striking that KLF2 control of CXCR3 in activated CD8 T cells was cell autonomous. Hence CXCR3 mRNA expression is low in GFP-KLF2^pos^ activated CD8 T cells but high in co-cultured GFP-KLF2^neg^ activated CD8 T cells (Figure 4A). The cell autonomy of KLF2 control of CXCR3 was also confirmed by flow cytometry analysis (Figure 4B) that showed lower surface levels of CXCR3 on GFP-KLF2^pos^ activated CD8 T cells compared to the co-cultured GFP-KLF2^neg^ cells. Importantly, the downregulation of CXCR3 expression caused by KLF2 had a cell autonomous impact on the chemotaxis of activated CD8 T cells in response to the inflammatory chemokine CXCL10. GFP-KLF2^neg^ activated CD8 T cells thus show a good chemotactic response to CXCL10 but this response is lost in GFP-KLF2^pos^ activated CD8 T cells (Figure 4C). These data show that KLF2 downregulation is essential for induction of CXCR3 expression in activated CD8 T cells. Consistent with this idea, the OT-1 APLs induce CXCR3 expression in a manner inversely correlating with KLF2 expression (Figure 4D). Furthermore, the use of a MEK inhibitor, which partially blocks KLF2 downregulation (Figure 2E), is sufficient to reduce TCR mediated induction of CXCR3 (Figure 4E).

**Figure 4:**
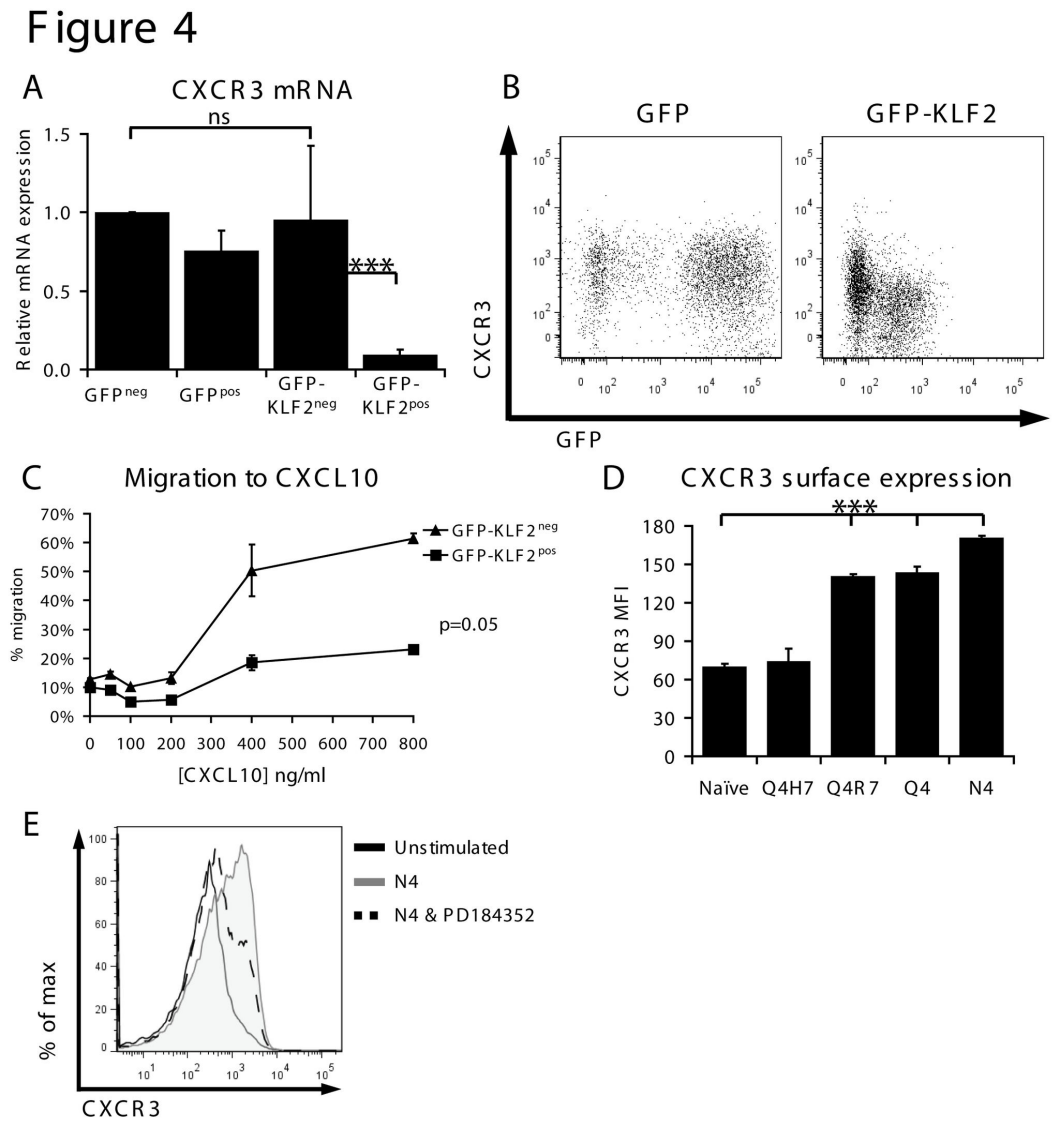
KLF2 represses CXCR3 expression and function. (A) Data show CXCR3 mRNA expression quantified by qRT-PCR in the indicated activated CD8 T cell populations normalised to GFP^neg^. (B) Data show flow cytometric analysis of CXCR3 surface expression and GFP expression in GFP^pos^ or GFP-KLF2^pos^ activated CD8 T cells. (C) GFP-KLF2^neg^ and GFP-KLF2^pos^ activated CD8 T cells were competitively assayed for their ability to migrate to CXCL10. Data shown are the percentage of cells migrating (relative to input controls) at the given CXCL10 concentrations. (D) MFI of CXCR3 quantified by flow cytometry in naïve OT-1 CD8 T cells activated with N4, Q4, Q4R7 or Q4H7 for 24 hours. (E) CXCR3 expression measured by flow cytometry in naïve OT-1 CD8 T cells incubated with N4 peptide and PD184352 for 24 hours as indicated. Data in A, C & D show mean + SEM of 3 independent experiments. Data in B and E representative of 3 independent experiments.

### KLF2 downregulation is required for proliferation of activated CD8 T cell proliferation

Ectopic expression of KLF2 can drive T cell quiescence[12,13,16] but it is unclear whether KLF2 expression levels achieved in previous experiments were in the physiological range[8]. In this context, it has been shown that the loss of KLF2 is not sufficient for T cell proliferation nor is KLF2 essential to initiate T cell quiescence[8]. In the current experiments we maintained KLF2 mRNA expression in immune activated CD8 T cells to levels equivalent to that found in naive T cells (Figure 3B) and found no major differences in the cellular DNA content of GFP-KLF2^pos^ activated CD8 T cells versus GFP-KLF2^neg^ activated CD8 T cells: both populations contained high frequencies of cells in the proliferative S and G2 phases of the cell cycle (Figure 5A). In particular there was no evidence that sustained KLF2 expression caused cell cycle arrest in activated T cells. Previous studies have indicated that KLF2 induces T cell quiescence because KLF2 downregulates expression of *c-myc* and upregulates the cell cycle inhibitor *p21* ^*cip1*^[12,13]. However, the current microarray analysis did not detect any KLF2 regulation of either of these genes (Table S1). 

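*Myc* (Entrez gene 17869) was 12.15 ± 0.36 in GFP pos cells and 12.23 ± 0.23 in GFP-KLF2 pos cells, a log2 fold change of 0.08 (standard error 0.19, adjusted p = 0.854) with a 95% confidence interval of -0.36 to 0.53. *Cdkn1a* (Entrez gene 12575), which encodes p21 cip1, rose from 12.27 ± 0.25 to 12.92 ± 0.21, a log2 fold change of 0.65 (standard error 0.15, adjusted p = 0.0355). This is 1.57-fold and under the 2-fold threshold, and it did not pass without GFP pos replicate 1 or 3 or GFP-KLF2 pos replicate 1, 2 or 3 (adjusted p = 0.0606 to 0.109). The second probe set of *Cdkn1a* rose by 0.70 (adjusted p = 0.0303). The difference at the first was 0.58, 0.62 and 0.76 in the 3 pairs of arrays. *Mxd1*, an antagonist of MYC, rose 8.29-fold, from 6.61 ± 0.22 to 9.66 ± 0.49 (log2 fold change 3.05, adjusted p = 0.000873). *Mycn* was lower at its brightest probe set (log2 fold change -1.14, adjusted p = 0.00122), but this probe set, at 14.86 ± 0.12 in GFP pos cells, lies at the top of the arrays' range, where saturation leaves the size of a difference uncertain. Its others, at -0.41 and -0.35, did not pass the test. Of 30 genes of ribosome biogenesis, many of which are known targets of MYC, 24 fell and 6 did not pass the test (29 fell when adjusted over the list alone, camera adjusted p = 8.19e-14, adjusted p = 0.242 with an estimated correlation). The falls were small, with a median log2 fold change of -0.49, and largest for *Utp20* (-0.87), *Wdr12* (-0.75), *Polr1a* (-0.71) and *Nolc1* (-0.66). Fewer members passed with an array left out: 7 fell without GFP pos replicate 2, 9 fell without GFP-KLF2 pos replicate 1, 11 fell without GFP pos replicate 1 and 14 fell without GFP-KLF2 pos replicate 2 or 3. *Utp20* did not pass without GFP pos replicate 2 or GFP-KLF2 pos replicate 1 (adjusted p = 0.0491 to 0.0545).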

Analysis by qRT-PCR (Figure 5B) shows that *c-myc* mRNA levels are comparable in control and GFP-KLF2^pos^ activated CD8 T cells. 

**Figure 5:**
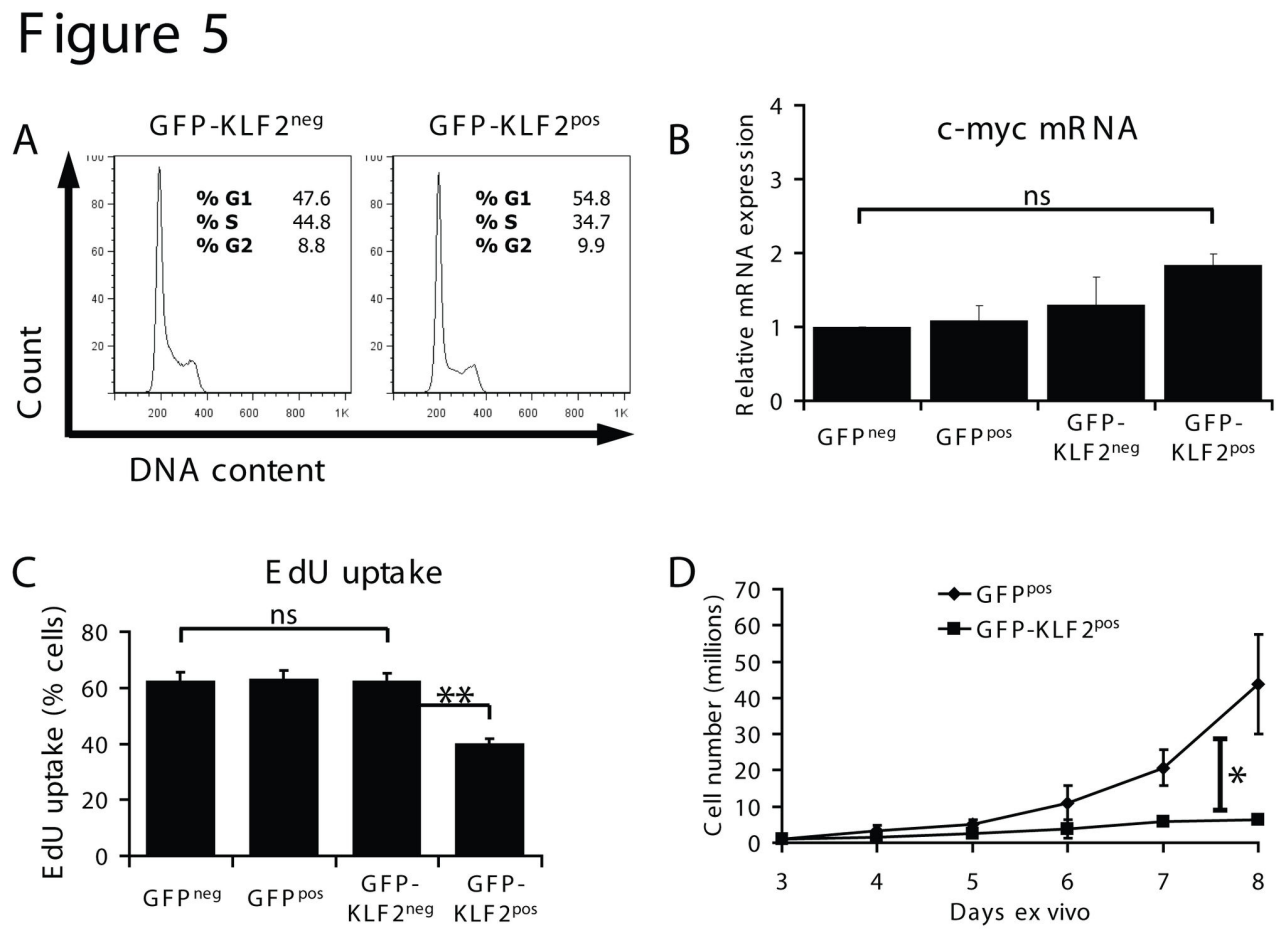
KLF2 re-expression inhibits proliferation but not via *c-myc* repression. (A) Data show the cellular DNA content of GFP-KLF2^neg^ and GFP-KLF2^pos^ activated CD8 T cells. Data are representative of 4 independent experiments. (B) Expression of *c-myc* mRNA in FACS purified activated CD8 T cells quantified by qRT-PCR (data normalised to GFP^neg^ and show mean + SEM of 3 independent experiments). (C) DNA synthesis measured by EdU uptake in the T cell populations shown (data show mean percentage EdU uptake + SEM, n=3). (D) Cell counts of GFP^pos^ and KLF2^pos^ activated CD8 T cells; data shown are mean ± SEM of 3 independent experiments.

The cell cycle analysis (Figure 5A) shows that immune activated T cells that do not downregulate KLF2 can enter the cell cycle. However, a quantitative assessment of rates of DNA synthesis (Figure 5C) revealed that GFP-KLF2^pos^ activated CD8 T cells have a lower rate of DNA synthesis compared to control activated CD8 T cells that have terminated KLF2 expression. These data predict that activated CD8 T cells with high levels of KLF2 will take longer to complete a cell cycle. To explore this hypothesis we compared the rate of cell doubling of GFP-KLF2^pos^ versus GFP^pos^ activated CD8 T cells. These data revealed that T cells that maintained KLF2 expression had a reduced rate of T cell proliferative expansion (Figure 5D). 

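Of 7 cyclin dependent kinase inhibitors measured, 5 rose in GFP-KLF2 pos cells and 2 did not pass the test (5 rose when adjusted over the list alone, camera adjusted p = 0.00246, adjusted p = 0.145 with an estimated correlation). *Cdkn2a* (Entrez gene 12578), which encodes p16 and p19 ARF, rose from 7.29 ± 0.47 to 8.52 ± 0.54 (log2 fold change 1.23, standard error 0.31, adjusted p = 0.0436). *Cdkn2b* rose from 6.43 ± 0.32 to 7.77 ± 0.55 (log2 fold change 1.35, standard error 0.27, adjusted p = 0.0212). *Cdkn2d* rose from 10.74 ± 0.23 to 11.82 ± 0.21 (log2 fold change 1.08, standard error 0.15, adjusted p = 0.00528). *Cdkn1b* rose by 0.69 (adjusted p = 0.0404, 0.0502 with the replicate block), and *Cdkn1c* (0.03) and *Cdkn2c* (-0.02) did not pass. *Cdkn2d* passed with every single array left out. *Cdkn2a* did not pass without GFP pos replicate 1, 2 or 3 or GFP-KLF2 pos replicate 2 or 3 (adjusted p = 0.0812 to 0.133), nor *Cdkn2b* without GFP pos replicate 1, 2 or 3 or GFP-KLF2 pos replicate 2 or 3 (adjusted p = 0.0519 to 0.0597), nor *Cdkn1b* without GFP pos replicate 1 or 2 or GFP-KLF2 pos replicate 1, 2 or 3 (adjusted p = 0.0529 to 0.123). Of the inhibitors 1 rose without GFP pos replicate 1 or GFP-KLF2 pos replicate 2 or 3, 2 rose without GFP pos replicate 2 or 3 and 3 rose without GFP-KLF2 pos replicate 1.

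Of 33 genes of the S phase 15 fell and 18 did not pass the test (21 fell and 1 rose when adjusted over the list alone, camera adjusted p = 9.68e-07, adjusted p = 0.176 with an estimated correlation), with a median log2 fold change of -0.25. *Cdca7* (-1.07), the uracil-DNA glycosylase *Ung* (-1.07), the helicase *Hells* (-0.63) and the origin recognition subunit *Orc1* (-0.59) fell most. Under cyclic loess 8 members fell and 1 rose, with the replicate block 1, *Ccne1*, rose. With single arrays left out 3 fell without GFP pos replicate 1 or 2 or GFP-KLF2 pos replicate 2, 5 fell without GFP-KLF2 pos replicate 1, 7 fell without GFP-KLF2 pos replicate 3 and 8 fell without GFP pos replicate 3. *Hells* did not pass without GFP-KLF2 pos replicate 1 or 2 (adjusted p = 0.0468 to 0.0503), nor *Orc1* without GFP pos replicate 1 or 2 (adjusted p = 0.048 to 0.0504). Among 36 genes of G2 and mitosis 1 rose, the phosphatase *Cdc25b* (1.38), 1 fell, the anaphase activator *Cdc20* (-0.43), and 34 did not pass the test (1 rose when adjusted over the list alone, 4 fell with the replicate block). Their median log2 fold change was -0.18 (camera adjusted p = 0.0152, adjusted p = 0.776 with an estimated correlation), and the shift did not pass without GFP pos replicate 3 or GFP-KLF2 pos replicate 2 (adjusted p = 0.252 to 0.365). *Cdc20* did not pass with any single array left out (adjusted p = 0.0501 to 0.115), and of the list 0 fell without GFP pos replicate 1, 2 or 3 or GFP-KLF2 pos replicate 1 or 2 and 2 fell without GFP-KLF2 pos replicate 3. Of 19 G1 cyclins, kinases and E2F pathway genes 4 rose and 4 fell (5 and 5 when adjusted over the list alone, camera adjusted p = 0.883), among them *E2f2* (1.00) and *Cdk4* (-0.88).

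**Figure D3:**
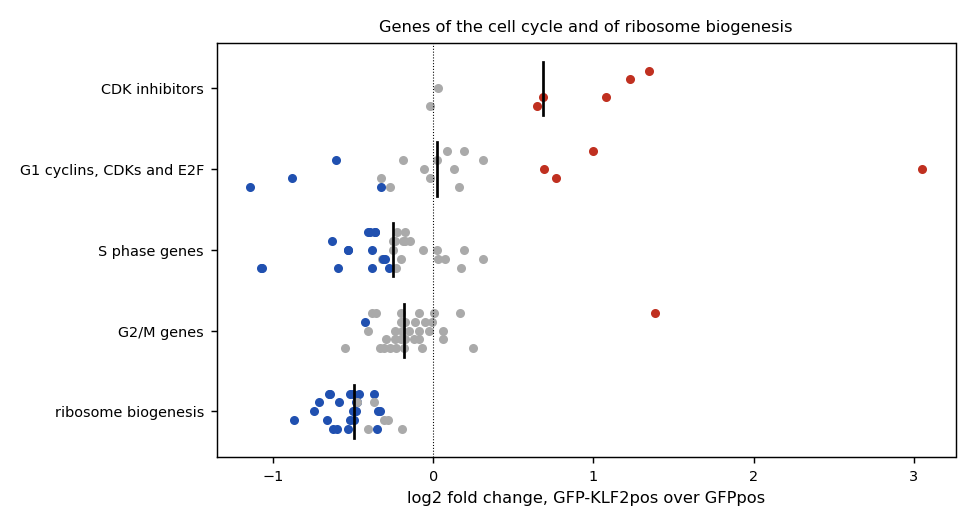
Log2 fold change of GFP-KLF2 pos over GFP pos cells for each measured member of 5 lists of cell cycle and ribosome biogenesis genes. Points are genes, red where they rose, blue where they fell and grey where they did not pass the test, and the black bar is the median. Of the S phase genes 15 are blue, and of the ribosome biogenesis genes 24 of 30.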

Further interrogation of the microarray results revealed that maintaining KLF2 expression leads to an increase in expression of the cyclin dependent kinase inhibitors *Cdkn2a, Cdkn2b* and *Cdkn2d*, which could underpin this reduction in clonal expansion. Collectively, the results indicate that KLF2 is not sufficient to drive cells into a quiescent G0/G1 state but KLF2 expression can restrain T cell proliferative expansion. 

### KLF2 has threshold dependent functions

The current results show that maintaining KLF2 expression can restrain CD8 T cell proliferation. However, there are discrepancies in the literature and indeed in the present data that question an obligatory link between the downregulation of KLF2 expression and the induction of T cell proliferation. For example, weak TCR ligands such as the OT-1 peptide Q4H7 do not effectively terminate expression of KLF2 (Figure 1B) yet are able to initiate T cell proliferation[34]. Furthermore, the mTORC1 inhibitor and immunosuppressant rapamycin has been shown to induce KLF2 re-expression and cause re-expression of CD62L and S1P1 in activated CD8 T cells but rapamycin does not inhibit proliferation[7,35]. However, as we have shown, expression of KLF2 in T cells is not simply on or off but can be graded (Figure 1). It has thus been hypothesised that the magnitude of KLF2 expression might dictate the functional outcome in terms of T cell proliferation[8]. In this context although it has been shown that mTOR inhibitors can increase KLF2 expression in activated CD8 T cells it has never been explored whether rapamycin treatment restores KLF2 expression to the levels seen in naïve T cells. The experiment depicted in Figure 6A was designed to explore this issue and compares KLF2 expression in naïve CD8 T cells to activated CD8 T cells cultured in IL-2 in the presence or absence of rapamycin. The data show that rapamycin increases the expression of KLF2 in activated CD8 T cells but to levels far below that seen in naïve cells (Figure 6A). Importantly, mTOR inhibition with rapamycin is sufficient to induce expression of the KLF2 target gene CD62L (Figure 6B) and to repress CXCR3 expression both at the mRNA (Figure 6C) and protein levels (Figure 6D). However, mTOR inhibition with rapamycin does not suppress DNA synthesis in activated CD8 T cells (Figure 6E). 

**Figure 6:**
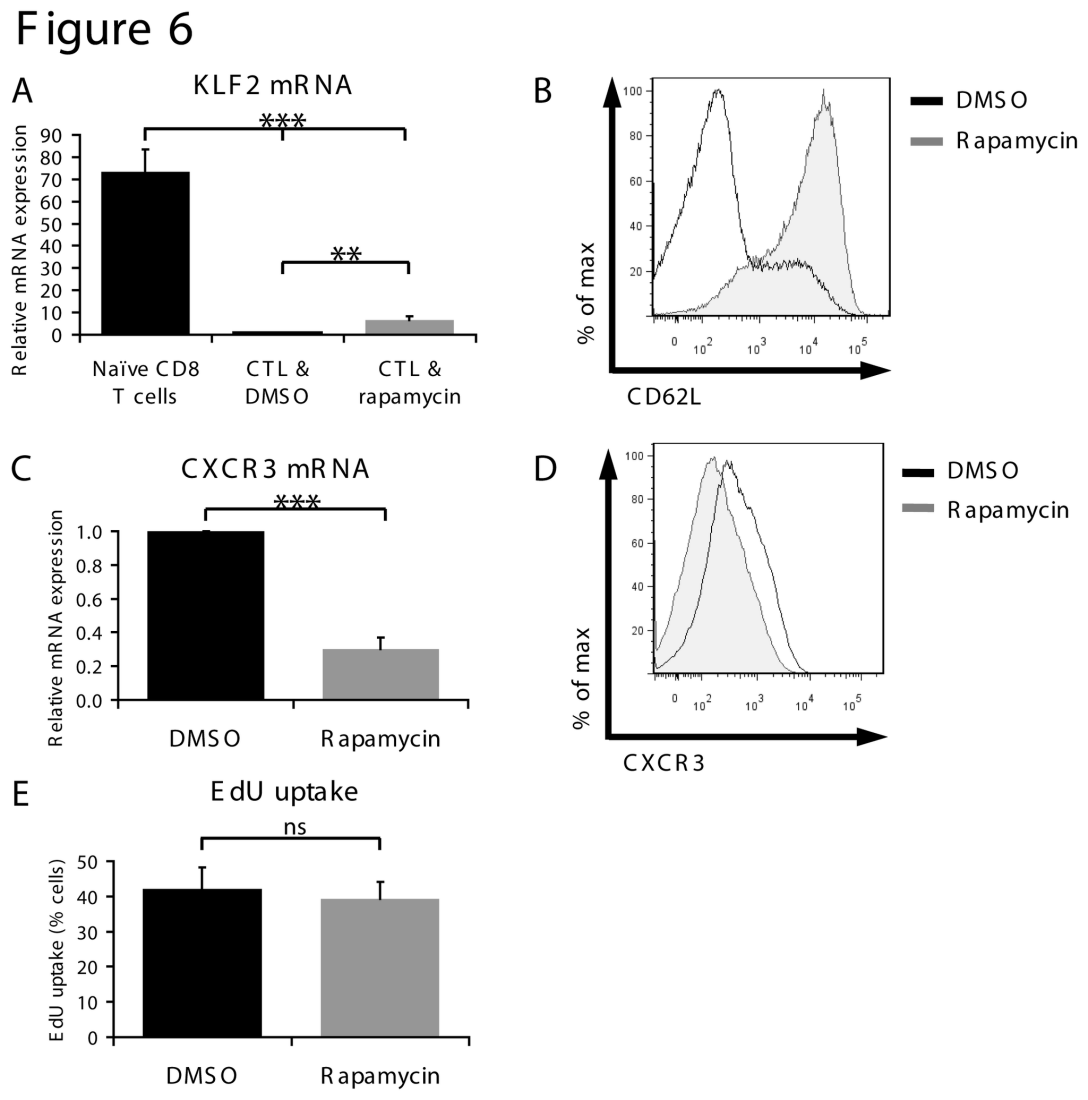
Rapamycin treatment controls trafficking molecules but not DNA synthesis in activated CD8 T cells. (A) Data show expression of KLF2 mRNA determined by qRT-PCR in purified naïve CD8 T cells and T cells activated with gp33-41 peptide for 2 days then cultured with IL-2 plus DMSO or 20nM rapamycin for 5 days. Data are normalised to expression in control T cells and show mean + SEM of 3 independent experiments. (B) CD62L surface expression in CD8 T cells treated as in (A) measured by flow cytometry (data representative of 5 independent experiments). (C) CXCR3 mRNA in CD8 T cells treated as in (A) quantified by qRT-PCR. Data normalised to control T cells and show mean + SEM of 3 independent experiments. (D) CXCR3 surface expression in activated CD8 T cells treated as in (A) measured by flow cytometry, data representative of 3 independent experiments. (E) DNA synthesis measured by EdU uptake in T cells activated with gp33-41 peptide for 2 days then cultured with IL-2 plus either DMSO or rapamycin for 2 days. Data show mean percentage EdU uptake + SEM of 3 independent experiments.

These results generated a hypothesis that retaining low levels of KLF2 in activated T cells would be sufficient to modulate the CD8 T cell trafficking program yet only high levels of KLF2 similar to those found in naïve T cells would inhibit proliferation. To test this hypothesis we initially examined CD62L expression and DNA synthesis in immune activated CD8 T cells transduced with low, intermediate or high levels of GFP-KLF2 (Figure 7A). Strikingly, the data show that low levels of KLF2 were sufficient to induce maximal expression of CD62L (Figure 7B, 7C) but only very weakly suppressed DNA synthesis (Figure 7D). We also noted that low levels of KLF2 were sufficient to maximally repress expression of CXCR3 (Figure 7E). This argues that KLF2 has different functional consequences depending on its level of expression, with low levels being sufficient to redirect homing and high levels required to inhibit proliferation.

**Figure 7:**
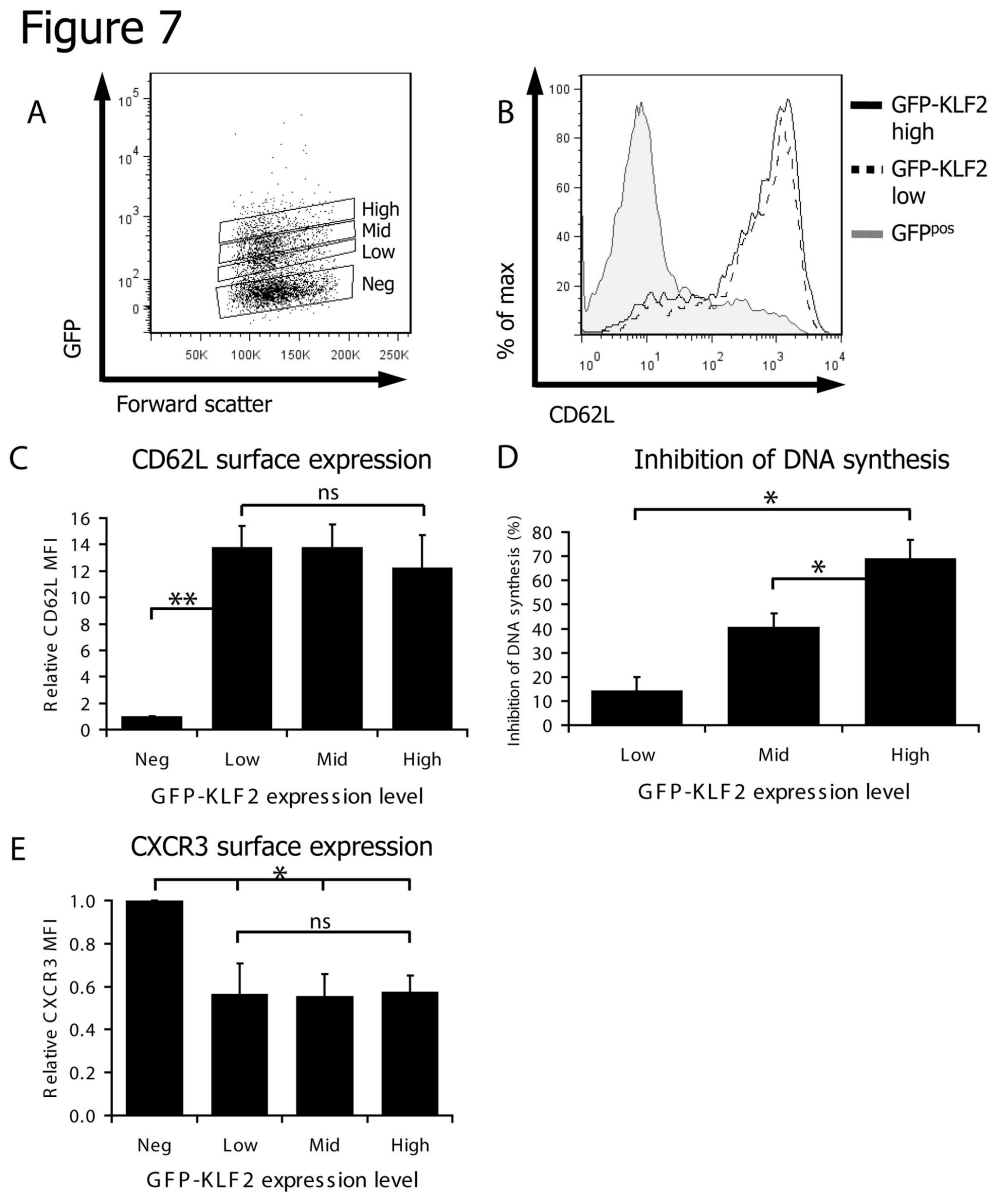
Low KLF2 expression can control trafficking molecules but high KLF2 expression is required to inhibit proliferation. (A) Data show the gating strategy used to identify populations with differential KLF2 expression in GFP-KLF2 transduced activated CD8 T cells. For all experiments P14 CD8 T cells were activated for with gp33-41 peptide and retroviral transduction was performed 18 hours after activation. At 48 hours after the initial activation cells were washed and cultured for a further 3 days with 20ng/ml IL-2. (B) Population expression of CD62L measured by flow cytometry in GFP^pos^, GFP-KLF2^low^ and GFP-KLF2^high^ activated CD8 T cells. (C) CD62L median fluorescence intensities (MFIs) in CD8 T cell populations as indicated. (D) Inhibition of DNA synthesis relative to control GFP-KLF2^neg^ CD8 T cells was quantified for GFP-KLF2^low^, GFP-KLF2^mid^ and GFP-KLF2^high^ CD8 T cells (data show mean + SEM of 3 independent experiments). (E) CXCR3 MFIs in indicated CD8 T cells populations. Data shown in C & E are the mean + SEM of MFIs normalised to GFP^neg^ population from 3 independent experiments.

## Discussion

KLF2 is an important transcription factor in T cells and has a key role to control the homing of naïve T cells to secondary lymphoid tissue and to restrain cytokine production in naïve T cells[17]. It is known that KLF2 expression is downregulated in effector T cells. The present results now demonstrate that the loss of KLF2 during an immune response is a graded response determined by the signal strength and duration of both TCR and cytokine signals (Figure 1). Moreover, the loss of KLF2 by immune activated CD8 T cells is reversible and continued downregulation of KLF2 requires continuous signalling to the T cell (Figure 1D-E). Hence, following the removal of strong TCR or cytokine signals from effector T cells, KLF2 is re-expressed. Previous work has shown that in the context of IL-2 signalling the level of KLF2 expression is determined by PI3K/PKB activity[25]. The present results reveal a different pathway of KLF2 regulation in naïve T cells responding to antigen. Hence in the context of TCR triggering the action of both MAP kinases and PI3K/PKB is required to maximally downregulate KLF2 expression (Figure 2). This fine tuning of KLF2 levels in T cells is important because the impact of high versus low KLF2 expression for a T cell is quite different. Hence, a key insight from the present study is that there are different KLF2 thresholds for the regulation of T cell proliferation versus trafficking (Figure 7). KLF2 thus controls an analogue and not a digital response allowing differences in the magnitude of KLF2 expression to fine tune activated CD8 T cells fate. Low levels of KLF2 can thus switch the T cell migratory program whereas only high levels of KLF2 can curb T cell clonal expansion. 

One objective of the present set of experiments was to determine the importance of KLF2 downregulation for T cell activation. The results confirm that maintaining KLF2 expression controls T cell trafficking by maintaining expression of CD62L and S1P1; key molecules that control T cell entry and positioning in secondary lymphoid tissue. However, one other salient observation was that CD8 T cells that maintained KLF2 expression also failed to express the inflammatory chemokine receptor CXCR3 and hence did not acquire the ability to migrate to the CXCR3 ligand CXCL10. The ability of KLF2 to suppress CXCR3 expression was a cell autonomous response (Figure 4) and only required low levels of KLF2 expression (Figures 6C-D, 7E). High affinity OT-1 TCR ligands induced CXCR3 more strongly (Figure 4D) and this effect is mitigated by inhibition of MEK1 (Figure 4E), which is consistent with the idea that higher levels of KLF2 will inhibit CXCR3 expression. The interpretation of our data with regards to KLF2 and CXCR3 is complex for several reasons. The data in Figures 4D-E is purely correlative and a plausible alternative explanation is that the strength of MEK1/ERK signalling controls CXCR3 expression regardless of KLF2. Additionally, we have not been able to prove direct binding of KLF2 to the CXCR3 gene and it is possible that we are observing an indirect effect. Previously published data show that a subset of CD8 memory T cells can co-express CXCR3 and KLF2[17]. However, there is an emerging realisation that the KLF2 transcriptional program is cell context dependent. For example S1P1 is a well validated KLF2 target in T cells but not B cells[36,37]. One possibility is that an unknown co-factor is required for KLF2 to exert its repressive effect on CXCR3 and that this co-factor is regulated in a cell dependent context. The cell autonomy of KLF2 control of CXCR3 expression in TCR triggered CD8 T cells (Figure 4A-C) contrasts with data in thymocytes where KLF2 loss results in upregulation of CXCR3 expression via an indirect mechanism[17]. The expression of CXCR3 in CD8 T cells is not, however, solely controlled by KLF2 repression but requires positive regulation by the transcription factor T-bet[38]. Hence the loss of KLF2 in naïve T cells would thus not be expected to be sufficient to induce CXCR3 expression. In the present experiments KLF2 expression is maintained in activated T cells and although these cells express T-bet there is clearly a dominant repressive effect of KLF2 on CXCR3 expression.

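*Tbx21* (Entrez gene 57765), which encodes T-bet, was expressed in both populations and was 2.66-fold higher in GFP-KLF2 pos cells. Its level rose from 9.76 ± 0.20 in GFP pos cells to 11.17 ± 0.38 in GFP-KLF2 pos cells (log2 intensity, SD, n = 3), a log2 fold change of 1.41 (standard error 0.19, adjusted p = 0.00554 from limma).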

The complexities of the control of CXCR3 expression are relevant because this chemokine receptor mediates effector cell recruitment to sites of inflammation. CXCR3 is also important for the effector CD8 T cell differentiation[39]. Hence targeting signalling pathways that control CXCR3 have high therapeutic potential. For example, CXCR3 directs the trafficking of antigen specific CD8 T cells that induce autoimmune myocarditis[40]. It has moreover been shown that ectopic expression of KLF2 is sufficient to reduce pathogenic responses in a murine model of myocarditis[41]. The present insight that KLF2 can repress CXCR3 expression in activated CD8 T cells provides a molecular explanation for this anti-inflammatory role of KLF2. In a similar context it has been shown that effector CTL treated with rapamycin re-express KLF2 and regain the ability to home to lymph nodes[7]. This change in T cell trafficking was attributed to the re-expression of CD62L and CCR7 in rapamycin treated CTL. However, the present data argue that the ability of rapamycin to re-direct and retain CTL in secondary lymphoid tissue may reflect a combination of effects: the reacquisition of CD62L and CCR7 plus the loss of inflammatory chemokine receptors such as CXCR3. One other intriguing speculation is that the ability of rapamycin to induce KLF2 re-expression might contribute to the recently described ability of this drug to increase the *in vivo* production of memory CD8 T cells by promoting the conversion of effector CD8 T cells into the memory pool[42,43]. It should be emphasised that KLF2 deletion in peripheral T cells does not seem to prevent the development of persistent Ag-specific memory-like cells in response to viruses[17]. Nevertheless, the switch in trafficking of antigen primed T cells in response to rapamycin would favour memory cell production. Moreover, the ability of KLF2 to suppress expression of CXCR3 would also favour memory cell generation. Hence CXCR3 null CD8 T cells respond to immune stimulation by preferentially differentiating to memory cells rather than effector cells[39]. Consistent with our work on the regulation of KLF2 and CXCR3, recent work has shown that the strength of the TCR signal controls the differentiation fate of CD8 T cells and their trafficking properties[44]. Thus, strong signals lead to terminally differentiated effector CD8 T cells that migrate to inflamed peripheral tissues whereas weak signals result in CD8 T cells that home to lymph nodes.

In conclusion, we show herein that KLF2 expression in T cells can be graded dependent upon the strength and duration of immune stimulation. KLF2 downregulation is not solely controlled by the strength of PKB activity in T cells but is also regulated by MAP kinases. The downregulation of KLF2 in response to immune activation is shown to be important for CD8 T cell activation. KLF2 is not strictly a quiescence factor capable of terminating cell cycle progression in immune activated T cells but rather a cellular brake that can restrain T cell proliferative expansion. A key insight is that different levels of KLF2 cause a different functional response in T cells. Rather than acting as a simple on/off switch, KLF2 thus has distinct functions across its gradient of physiological expression.

## Supporting Information

Figure S1 **KLF2 increases expression of S1P1, CD62L, Serpinb9 and Il6ra in CTL.** (A) Data show expression level of S1P1 and CD62L mRNA quantified by qRT-PCR in FACS purified activated CD8 T cells (normalised to GFPpos CD8 T cells). Data show mean + SEM of 5 independent experiments. (B) Data show flow cytometric analysis of CD62L surface expression in activated CD8 T cells populations transduced with either evGFP or the GFP-KLF2 fusion protein (data representative of 3 independent experiments). (C) Il6ra mRNA in FACS purified activated CD8 T cells quantified by qRT-PCR (data normalised to GFPneg and show mean + SEM of 3 independent experiments). (D) IL-6 receptor alpha chain (CD126) surface expression in GFPpos or GFP-KLF2pos activated CD8 T cells measured by flow cytometry, data representative of 3 independent experiments. (E) Serpinb9 mRNA in FACS purified activated CD8 T cells quantified by qRT-PCR (data normalised to GFPneg and show mean + SEM of 3 independent experiments). (F) Spi6 protein expression in FACS purified activated CD8 T cells determined by Western blotting, data representative of 3 independent experiments.
(TIF) Click here for additional data file.

Table S1 **KLF2 regulated genes in activated CD8 T cells.** Table of genes that are statistically significantly different and regulated by at least twofold from the microarray comparison of activated CD8 T cells transduced with a GFP-KLF2 construct and a control evGFP construct. CD8 T cells were transduced at 18 hours post-activation, washed out of peptide stimulation at 48 hours and then cultured with IL-2 for a further 72 hours prior to selection of GFP positive cells by FACS and RNA extraction.
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

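RNA was measured in GFP pos and GFP-KLF2 pos P14 CD8 T cells with Affymetrix mouse 3' expression arrays, 3 arrays per group, and the labels gave the group and replicate number of all 6 arrays. Per the methods and the sample labels, the authors made the intensity values by RMA (background correction, quantile normalization between arrays and a summary of each probe set) and tested them with limma. The versions of these tools are not stated. The intensities are deposited on a linear scale, and their log2 was taken before any test. Raw array files were not used here.

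The 45037 probe sets tested comprise 34945 annotated to 1 gene, 932 annotated to several and 9160 with no gene in the annotation. Of those annotated to 1 gene, 34741 have a gene in the RefSeq annotation of GRCm38.p6. Some genes of Figure 3 are not reported here. The fit was made with limma 3.58.1 in R 4.3.3 with data.table 1.17.8, as 1 constant per group with moderated variances and 2-sided tests. The methods print the threshold as 0.046%, while Table S1 lists p up to 0.0449, so that an adjusted p under 0.046 was used and the printed value became an alternative.

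Gene lists were tested with limma's camera against all other genes, with a preset correlation between genes of 0.01, 2-sided, and adjusted over 37 lists with a threshold of 0.05. The lists, the rule for the genes to be named, the tests and all alternatives but 1 were chosen before the deposited values were examined, but with the paper's Table S1 and Figure 3, which come from these arrays, already seen. For lists that hold genes of either, counts and p are therefore not independent evidence of direction. The lists were the genes of Figure 3C to 3F, the genes named for the microarray, interferon-stimulated genes, cytolytic molecules, cytokines and chemokines, cytokine receptors, chemokine and S1P receptors, integrins and selectins, naive and quiescent T cell genes, effector transcription factors, inhibitory receptors, immediate early genes, S phase, G2/M and G1 genes, CDK inhibitors, ribosome biogenesis, glycolysis, cholesterol synthesis, serine and one-carbon genes, desmosome and epithelial genes, serpins, the KLF family, sex-linked genes, and markers of CD8 T cells, B cells, myeloid cells, granulocytes, mast cells, megakaryocytes, erythroid cells, NK cells, CD4 T cells and gamma-delta T cells. The genes to be named were those the paper names for the microarray or shows in Figure 3, the 10 largest rises and 10 largest falls among regulated genes whose groups do not overlap, up to 4 members of each list with the largest change among those that passed, and all CDK inhibitors and KLF family members. *Lamp1*, *Ctsw*, *Ltb*, *Ifnar2*, *Ifngr2*, *Serpinb1a*, *Serpinb1b*, *Serpinb6a*, *Itgae*, *Ccne1*, *Lyz2*, *Cd74*, *Gbp2*, *Gbp3*, *Igtp*, *Irgm1* and 8 abundant epithelial and platelet transcripts fall outside this rule and were named after their values were seen. Each gene is given by its brightest probe set, and a dimmer probe set of some of them, among them *Cdca7*, *Dsp*, *Polr1a* and *Serpini1*, did not pass the test.

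The replicate numbers were checked for pairing. Arrays with the same number deviated alike from their group means. A fit with the replicate number as a block was among the alternatives, and its value stands beside a result where it changes a call or moves a count by more than 1.5 times. The 3' minus 5' difference of the *Actb* controls was 0.111 to 0.121 log2 units in GFP pos and 0.077 to 0.084 in GFP-KLF2 pos arrays. This small difference thus separated the groups. For the *Gapdh* controls the groups overlapped, at -0.179 to -0.116 and -0.169 to -0.139.

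The other alternatives were adjusted p thresholds of 0.00046 and 0.05, other fold thresholds and limma's treat, removal of dim probe sets, the mean of all probe sets of a gene, any probe set of a gene, removal of probe sets marked as cross-hybridising, centring on medians, cyclic loess, quantile normalization, an intensity trend with a robust prior, array weights, an estimated correlation between genes, other levels for expressed genes, and leaving out each array in turn. The fit was tested on simulated data with 200 changed genes, where 50 of 50 genes changed 8-fold and 48 of 50 changed 4-fold were found. The fit made 4 false calls among 18193 genes. Since 2650 genes passed in the arrays themselves, these numbers may not carry over. The copy of Table S1 was used only to compare single values. Signal near the lower end of the arrays limits what can be seen for dim genes, and saturation limits the brightest.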

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

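The tests of explanations and of other divisions of the arrays in this part were chosen after the results were seen. The results below concern gene lists on which the paper does not report as groups.

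Of 35 interferon-stimulated genes 13 rose. Myeloid or dendritic cells in the GFP-KLF2 pos samples are argued against as the whole cause by their markers, whose median log2 fold change with *Itgax* added was 0.12, with *Cd74* at -0.21 and *Lyz2* at -0.01 (upper ends of the 95% confidence intervals 0.53 and 0.32). *Ctss* had -0.43, but its level of 10.95 in GFP pos cells would hide a small share of such cells. *Itgax*, a dendritic cell marker that the list leaves out, rose by 2.41, and the cause of this rise stays open. A response to the interferon-gamma whose mRNA is higher in GFP-KLF2 pos cells may contribute and stays open, because *Gbp2*, *Gbp3*, *Igtp* and *Irgm1* had a median of 1.06 against 1.33 for the other 31 members. The medians of the list in the 3 pairs of arrays were 1.78, 1.74 and 0.52, whereas the difference of *Ifng* was largest in the third pair. An effect of the GFP-KLF2 construct, which only the GFP-KLF2 pos cells carry, is confounded with KLF2 and was not tested. By the paper's description each construct had its own cultures, so a difference between the cultures is confounded with KLF2 too. It was not tested, and the same holds for the results below.

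Of 31 desmosome and epithelial genes 14 rose, and of 16 megakaryocyte and platelet markers 4 rose. Platelets, and epithelial cells that express *Krt8*, *Krt18*, *Epcam*, *Cldn4* or *Cldn7*, are argued against in the GFP-KLF2 pos samples by 8 abundant transcripts. For these the highest upper end of the 95% confidence intervals of the log2 fold change was 0.48. Their highest level in GFP-KLF2 pos cells was 7.17. Epithelial cells that lack these transcripts were not tested and stay open. Cross-hybridising probe sets are argued against, since 17 members of the 2 lists rose without the probe sets marked as such, against 18 with them. A response to KLF2 in the T cells themselves, and an effect of the construct or of its cultures, stay open and were not tested.

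Of 30 ribosome biogenesis genes 24 fell. Scaling between arrays or a trend with signal is argued against as the whole cause, since random lists matched on signal had a median of -0.08 and at lowest -0.31, against -0.49 for these genes. The p of 0.0001 from 10000 such lists in a permutation test, the smallest they can give, treats genes as independent, and camera gave an adjusted p = 0.242 with an estimated correlation. The medians in the 3 pairs of arrays were -0.60, -0.51 and -0.39. A smaller share of cycling cells is argued against as the whole cause, since the G2/M genes had a median of -0.18. It may contribute and stays open, because 15 of 33 S phase genes fell, with a median of -0.25. The paper also reports a lower rate of DNA synthesis in GFP-KLF2 pos cells. Against a smaller share, it saw no major difference in DNA content between GFP-KLF2 pos and GFP-KLF2 neg cells. Many cells of both were in S and G2. A change in the activity of the MYC family stays open and was not tested.

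Of 33 S phase genes 15 fell. In the KLF family 7 of 14 members rose. Immediate early genes rose in 8 of 25 cases. Inhibitory receptors moved both ways: of 15, 6 rose and 2 fell, with a median log2 fold change of 0.02. Among 19 serine, one-carbon and amino acid response genes 1 rose and 6 fell.

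The comparison behind these results gave 535 regulated genes, and 1 of 10 divisions of the 6 arrays, the real one, gave that many. The other 9 gave 0 by limma, with 146 to 1184 genes at an unadjusted p under 0.05, against 5409. Among the divisions that part every pair of replicate numbers, the others had 274, 146 and 196. Each of the other 9 mixes arrays of both groups, so the difference between the groups enters its spread and lowers its count. They are thus no baseline for chance, and the comparison with them does not decide whether the grouping exceeds chance. The divisions are also too few for a share under 0.05.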

How the results depend on the processing

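No result changed direction past its threshold under the alternatives run. Of 145 named genes 108 passed the test, and leaving out 1 array ended 14 to 27 of these calls, with 2 arrays left in that group and their spread pooled by limma. In these fits the brightest probe set was chosen again, and it switched for *Bcl6*, *Cdk4*, *Ceacam1* and *Zbtb7b*. The replicate block changed no call other than those given beside the results. Leaving out both replicates 3 was chosen after seeing the data. Where a call was lost or gained, the cause was not tested, except that a stricter threshold calls fewer genes by construction. Dim probe sets, near the lower end of the signal, limit what can be called. The deposited values were already normalized between arrays, so a second scaling tests little. Under cyclic loess 82.2% of the regulated genes were higher, against 75.7%, with 98 lower instead of 130. Under an adjusted p of 0.00046 the regulated genes were 31 higher and 3 lower, and 92 of the named genes no longer passed, among them, with their log2 fold changes, *Cdkn1a* 0.65, *Cdkn2a* 1.23, *Cdkn2b* 1.35, *Cdkn2d* 1.08, *Cxcr3* -2.86, *Gzmm* 1.15, *Ifng* 2.79, *Il6ra* 3.39, *Il7r* 0.48, *Prf1* 2.52 and *S1pr1* 2.00. The higher and lower counts were 1131 and 1519 with no fold threshold, 754 and 558 at 1.5-fold and 146 and 17 with limma's treat, and 81 genes were lower with the mean of all probe sets. Expressed genes at a level of 8 numbered 6956.

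Array weights ended 2 calls of named genes, *Cdkn1a* 0.51 and *Cdkn2a* 0.97, and that of the G2/M genes (adjusted p = 0.0658), and made 5, among them *Gzma* 1.397 and *Il12rb2* 0.82. Without both replicates 3, 11 calls of named genes ended, among them *Cdkn1a* 0.60, *Cdkn2a* 0.81, *Cdkn2b* 1.11 and *Il7r* 0.44, as did that of the serine and one-carbon genes (adjusted p = 0.0849), and 3 were gained, among them *Gzma* 1.73 and *Il12rb2* 0.96. The intensity trend and robust prior ended 11 calls, among them *Cdkn2a* 1.23 and *Ifng* 2.79, and gained 1, *Bcl6*. Quantile normalization ended 2, *Cdkn2a* 1.24 and *Ifit3*, and gained 1, *Il6st*. Cyclic loess and the mean of all probe sets ended 2 and 3 and gained 1 each, centring on medians and removal of cross-hybridising probe sets ended 1 each, and removal of dim probe sets gained 1. Counts of list members also moved by more than 1.5 times. With the intensity trend 8 interferon-stimulated genes and 4 cytokines and chemokines rose and 6 G2/M genes fell. With array weights 28 interferon-stimulated genes, 14 immediate early genes and 3 CDK inhibitors rose. Without both replicates 3, 31 interferon-stimulated genes, 13 immediate early genes, 8 cytolytic molecules and 2 CDK inhibitors rose, and 5 S phase genes and 0 cytolytic molecules fell. The replicate block called *Cd27* -0.37 and *Gzma* 1.299 and ended the call of the inhibitory receptors (adjusted p = 0.0855). The G2/M genes had an adjusted p of 0.175 under cyclic loess and 0.0961 without dim probe sets. With an estimated correlation none of the 22 called among 37 gene lists passed, with adjusted p of 0.144 for KLF family, immediate early genes and naive and quiescent genes, 0.145 for CDK inhibitors, cytokine receptors, cytokines and chemokines, desmosome and epithelial genes and megakaryocyte and platelet markers, 0.148 for effector transcription factors, 0.163 for serpins, 0.168 for integrins and selectins, 0.176 for S phase genes and inhibitory receptors, 0.242 for ribosome biogenesis, 0.287 for interferon-stimulated genes, 0.472 for cytolytic molecules, 0.492 for serine and one-carbon genes, 0.776 for G2/M genes. With 1 array left out the log2 fold changes ranged over 0.53 to 0.79 for *Cdkn1a*, 0.96 to 1.54 for *Cdkn2a*, 1.11 to 1.64 for *Cdkn2b*, 2.18 to 3.33 for *Ifng*, 0.42 to 0.56 for *Il7r*, 0.86 to 1.79 for *Gzma* and 0.47 to 0.88 for *Il12rb2*, and the adjusted p over 0.00124 to 0.365 for the G2/M genes, 0.000419 to 0.107 for the serine and one-carbon genes and 0.00903 to 0.879 for glycolysis. Among genes not called, the ranges were *Cd27* -0.61 to -0.23, *Eomes* -0.24 to 0.17, *Gzmc* -1.01 to 0.09, *Gzmk* 0.20 to 0.72, *Il12rb1* -0.01 to 0.44, *Myc* -0.11 to 0.25, and none was called. The counts of regulated genes ranged over 284 to 431 higher and 91 to 161 lower.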

Differences from the paper's values

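For *Ceacam1* the paper's Table S1 gives a log2 fold change of 6.64, against 1.73 here. The error used for these comparisons is the SD of single arrays around their group means, which is wider than the standard error of the log2 fold change. It was 0.228 against 0.151 for *Serpinb9* and 0.135 against 0.105 for *Phgdh*. Of the alternatives set before the data were examined, the difference was within the error without GFP pos replicate 1, without GFP pos replicate 2 and without GFP pos replicate 3 and not with the others. In these 3 another of its probe sets, which has 6.64 with all arrays, became the brightest, while the first had 1.69 to 1.796, so the probe set and not the array left out accounts for the change.

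For *Klf12* the paper's Table S1 gives a log2 fold change of 2.04, against 0.42 here. It stayed outside the error under all alternatives set before the data were examined that gave a value. Another of its probe sets has 2.04, and the gene passed the test with the mean of all probe sets (0.81) and with array weights (0.56).

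For *Phgdh* the paper's Table S1 gives a log2 fold change of -1.05, against -0.86 here. Of the alternatives set before the data were examined, the difference was within the error without GFP-KLF2 pos replicate 1 and not with the others.

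For *Serpinb9* the paper's Table S1 gives a log2 fold change of 3.10, against 2.85 here. Of the alternatives set before the data were examined, the difference was within the error with cyclic loess, with the mean of all probe sets, with quantile normalization, without GFP-KLF2 pos replicate 3, without GFP pos replicate 2 and without GFP pos replicate 3 and not with the others. Its second probe set has 3.10.

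Of the entries of Table S1, 560 have a gene here, and 449 of these equal the value of the probe set used for the gene here and 553 that of any of its probe sets within 0.02 log2 units. The paper states that KLF2 had no effect on the expression of the IL-7 receptor, while here *Il7r* rose by less than 2-fold (0.48, adjusted p = 0.0172), and Figure 3E shows a change. Figure 3C shows a change of *Itgb1*, which did not pass the test here (0.59, adjusted p = 0.0636). Its second probe set has the figure's value of 0.49 and did not pass either (adjusted p = 0.0648). A dim probe set of *Itgb1*, at a mean level of 3.95, passed (0.45, adjusted p = 0.0233), and its remaining ones did not. *Itgb1* passed with the replicate block (adjusted p = 0.0208), under cyclic loess (0.0398) and without GFP-KLF2 pos replicate 1 (0.0135).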

Other observations

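Of 19 genes of serine and one-carbon metabolism and of the amino acid response 1 rose and 6 fell (1 and 9 when adjusted over the list alone, camera adjusted p = 0.00354, adjusted p = 0.492 with an estimated correlation), and the shift did not pass without GFP-KLF2 pos replicate 3 (adjusted p = 0.107). The folate enzyme *Mthfd1* (-0.94), the first enzyme of serine synthesis *Phgdh* (-0.86) and asparagine synthetase *Asns* (-0.78) fell, while the stress-induced pseudokinase *Trib3* rose (1.19). *Trib3* did not pass without GFP pos replicate 1, 2 or 3 or GFP-KLF2 pos replicate 1 or 2 (adjusted p = 0.0768 to 0.114), nor *Asns* without GFP pos replicate 1 or 2 (adjusted p = 0.0487 to 0.0532). Of 18 glycolysis genes the glucose transporter *Slc2a1* rose (0.88, adjusted p = 0.0116) and 17 did not pass the test (1 rose when adjusted over the list alone, 2 fell with the replicate block, camera adjusted p = 0.633). *Slc2a1* did not pass without GFP pos replicate 1 or 2 (adjusted p = 0.0465 to 0.0502), and the list as a whole passed without GFP-KLF2 pos replicate 2 (adjusted p = 0.00903). Of 17 genes of cholesterol synthesis, by limma 0 rose and 0 fell, with 2 higher and 2 lower at an unadjusted p under 0.05 (0 when adjusted over the list alone, 1 rose and 1 fell with the replicate block, camera adjusted p = 0.951), and 3 rose without GFP-KLF2 pos replicate 3 and 1 fell without GFP-KLF2 pos replicate 1.

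Of 11 markers of CD8 T cells *Lat* (0.48) and *Cd8b1* (0.45) rose (3 rose and 1 fell when adjusted over the list alone, 3 and 1 with the replicate block, camera adjusted p = 0.478), and *Lat* did not pass without GFP pos replicate 1 or GFP-KLF2 pos replicate 1 or 2 (adjusted p = 0.0479 to 0.0556). Among mast cell markers the receptor *Kit* rose (3.38, adjusted p = 0.00625) and the other 8 did not pass the test (1 rose when adjusted over the list alone, camera adjusted p = 0.55). Among 7 erythroid markers *Gata1* rose (1 rose and 1 fell when adjusted over the list alone, 1 fell with the replicate block, camera adjusted p = 0.901), and 1 fell without GFP-KLF2 pos replicate 1. Among 7 CD4 T cell markers *Zbtb7b* rose (0.45, 1 rose when adjusted over the list alone, camera adjusted p = 0.284), but it did not pass without GFP pos replicate 1 or 2 (adjusted p = 0.123 to 0.128), and in the other fits with an array left out another of its probe sets became the brightest. Among 9 granulocyte markers *Prtn3* fell (-0.32, 1 fell when adjusted over the list alone, camera adjusted p = 0.55), but it did not pass with any single array left out (adjusted p = 0.0493 to 0.0938). Of 4 gamma-delta T cell markers *Trgv4* fell (-2.07, adjusted p = 0.00152, 1 when adjusted over the list alone, 1 rose with the replicate block, camera adjusted p = 0.957).

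By limma no B cell marker of 12 passed, with 3 higher at an unadjusted p under 0.05 (0 when adjusted over the list alone, camera adjusted p = 0.38), and 1 rose without GFP-KLF2 pos replicate 2. By limma no NK cell marker of 7 passed, with 1 higher and 1 lower at an unadjusted p under 0.05 (0 when adjusted over the list alone, 1 rose with the replicate block, camera adjusted p = 0.883), and 1 rose without GFP-KLF2 pos replicate 3 and 1 fell without GFP pos replicate 1 or 2, in the fit without GFP pos replicate 2 because another probe set of its gene became the brightest. By limma none of 4 sex-linked genes passed, and 0 had an unadjusted p under 0.05 (0 when adjusted over the list alone, camera adjusted p = 0.958). The myeloid markers as a list had a camera adjusted p = 0.293, with 1 that fell when adjusted over the list alone, 2 that rose with the replicate block, and 1 rose without GFP pos replicate 1 or 3. The median, the mean and the direction of the test differ in sign for glycolysis (-0.08, 0.01, up), CD8 T cells (-0.03, -0.02, up), mast cells (-0.04, 0.36, up), NK cells (-0.01, 0.08, up), gamma-delta T cells (0.18, -0.16, up), sex-linked genes (-0.15, -0.12, up) and erythroid markers, whose median was within 0.01 of 0 and mean 0.03, up.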
